# Transcriptome and DNA methylation profiling during the NSN to SN transition in mouse oocytes

**DOI:** 10.1186/s12860-024-00527-3

**Published:** 2025-01-03

**Authors:** Hannah Demond, Soumen Khan, Juan Castillo-Fernandez, Courtney W. Hanna, Gavin Kelsey

**Keywords:** Oocyte, Transcription, Chromatin, DNA methylation, Histones, scRNA-seq, scBS-seq, ChIP-seq

## Abstract

**Background:**

During the latter stages of their development, mammalian oocytes under dramatic chromatin reconfiguration, transitioning from a non-surrounded nucleolus (NSN) to a surrounded nucleolus (SN) stage, and concomitant transcriptional silencing. Although the NSN-SN transition is known to be essential for developmental competence of the oocyte, less is known about the accompanying molecular changes. Here we examine the changes in the transcriptome and DNA methylation during the NSN to SN transition in mouse oocytes.

**Results:**

To study the transcriptome and DNA methylation dynamics during the NSN to SN transition, we used single-cell (sc)M&T-seq to generate scRNA-seq and sc-bisulphite-seq (scBS-seq) data from GV oocytes classified as NSN or SN by Hoechst staining of their nuclei. Transcriptome analysis showed a lower number of detected transcripts in SN compared with NSN oocytes as well as downregulation of 576 genes, which were enriched for processes related to mRNA processing. We used the transcriptome data to generate a classifier that can infer chromatin stage in scRNA-seq datasets. The classifier was successfully tested in multiple published datasets of mouse models with a known skew in NSN: SN ratios. Analysis of the scBS-seq data showed increased DNA methylation in SN compared to NSN oocytes, which was most pronounced in regions with intermediate levels of methylation. Overlap with chromatin immunoprecipitation and sequencing (ChIP-seq) data for the histone modifications H3K36me3, H3K4me3 and H3K27me3 showed that regions gaining methylation in SN oocytes are enriched for overlapping H3K36me3 and H3K27me3, which is an unusual combination, as these marks do not typically coincide.

**Conclusions:**

We characterise the transcriptome and DNA methylation changes accompanying the NSN-SN transition in mouse oocytes. We develop a classifier that can be used to infer chromatin status in single-cell or bulk RNA-seq data, enabling identification of altered chromatin transition in genetic knock-outs, and a quality control to identify skewed NSN-SN proportions that could otherwise confound differential gene expression analysis. We identify late-methylating regions in SN oocytes that are associated with an unusual combination of chromatin modifications, which may be regions with high chromatin plasticity and transitioning between H3K27me3 and H3K36me3, or reflect heterogeneity on a single-cell level.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12860-024-00527-3.

## Background

Oogenesis is the process of female gamete formation, which encompasses several stages necessary to prepare an oocyte for fertilisation. Beginning during foetal life, oogonium enter meiosis and become packaged into primary follicles. After birth, the vast majority of oocytes undergo apoptosis, while the remaining progress through oocyte growth and maturation within a developing follicle, eventually leading to cyclic ovulation of a select number of these mature oocytes. During the final stages of oocyte maturation, the cell nucleus of the fully-grown mouse oocyte, also termed germinal vesicle (GV) oocyte, undergoes structural conformation changes as it transitions from a non-surrounded nucleolus (NSN) to a surrounded nucleolus (SN) type [1–3]. The NSN to SN transition is essential for the developmental competence of the oocyte and has been explored using transgenic mouse models and microscopy techniques. However, less is known about the molecular changes linked to this transition due to the difficulty in collecting these cells.

The architecture of the NSN nucleus is characterized by diffuse chromatin with a few chromatin-dense puncti representing constitutive heterochromatin [4], while the SN chromatin is condensed and forms a ring-like structure around the nucleolus. In mice, the ratio of NSN to SN oocytes shifts throughout a female’s reproductive lifespan: in newborn mice (1 week) all oocytes are at the NSN state, the proportion of SN oocytes found in an ovary increases when mice reach sexually maturity at about 4 weeks (~50% SN) and continues to increase until in aged mice (> 56 weeks) almost all GV oocytes (up to 90%) are at the SN state [3]. A similar transition has also been described for humans and other mammals [5–9].

The transition from an NSN to SN state is also marked by a number of nuclear and cytoplasmic changes, including transcriptional silencing [10, 11], the loss of higher order chromatin structure [12], and changes in morphology, localization and/or abundance of microtubules, mitochondria, the Golgi apparatus, cytoplasmic lattices and lipid droplets [13–15]. Both NSN and SN oocytes can resume meiosis and have been fertilized in vitro [16, 17]; however, NSN exhibit lower ovulation rates and developmental potential, with embryos arresting at the two-cell stage [16–20].

Before complete transcriptional silencing in the SN oocyte, the growing NSN oocyte accumulates large amounts of transcripts and proteins that are stored in the cytoplasm to support the final stages of meiosis, ovulation, fertilization and the maternal-to-zygote transition [10, 21–23]. Transcription is resumed only after fertilization during embryonic genome activation, which in mice occurs at the two-cell stage [23, 24]. This period of transcriptional silencing is crucial for meiotic and developmental competence of oocytes [10, 16, 18, 25]. Studies have shown that transcriptional silencing and the NSN to SN transition, although occurring concurrently, can be uncoupled and therefore seem to be independently regulated [2, 25–27]. Nevertheless, inhibiting transcription promotes the conversion of NSN to SN oocytes [16]. To analyse the changes in transcript abundance occurring in this phase, previous studies used microarray and bulk RNA-sequencing (RNA-seq) [15, 28]. While microarray analysis revealed only very subtle changes in expressed transcript abundances, RNA-seq was able to identify distinct signatures of NSN and SN oocytes, with SN oocytes exhibiting changes in abundance of transcripts associated with metabolic pathways, meiosis and preimplantation development. However, a recent study using published datasets reported that single-cell RNA-seq of GV oocytes may be superior to bulk analysis in providing greater reproducibility and detecting more differentially abundant transcripts [29].

Oogenesis is accompanied by dramatic changes in epigenetic marks including increases in histone 3 lysine 9 di- and tri-methylation (H3K9me2/3), H3K4me3 and DNA methylation [26, 30, 31]. Evidence from transgenic mouse models suggests that epigenetic dynamics may be regulating the NSN to SN transition and transcriptional silencing. For instance, the mRNA decay activator ZFP36L2 has recently been identified as a key factor in transcriptional silencing by promoting high histone methylation through degradation of H3K9 and H3K4 demethylases [27]. Furthermore, loss of histone modifiers such as the histone deacetylases HDAC1 and HDAC2 and the H3K9me1/2 methyltransferases EHMT2 (G9A) and EHMT1 (GLP) have been associated with impaired SN formation [32–34]. DNA methylation changes during the NSN to SN transition have not been studied in detail, although immunofluorescence analysis has indicated a global increase between NSN and SN oocytes [14, 30]. DNA methylation is erased in the germline during embryonic development and is re-set in the growing oocyte in a unique pattern [31]. Most *de novo* DNA methylation occurs at actively transcribed genes, probably through the recruitment of DNMT3A and DNMT3L to sites with H3K36me3 [31, 35]. While most of the *de novo* DNA methylation is completed in the fully-grown GV oocyte, there are differences with MII oocytes [14, 36]. These may reflect a shift in proportion of oocyte types, as MII oocytes will consist mainly of former SN oocytes, whereas fully-grown GV oocytes, usually collected from relatively young mice between 3 and 9 weeks, comprise a mixture of NSN and SN oocytes. It is not clear how methylation at the final stages of oocyte maturation is regulated and how its pattern and regulation differ from the early stages of oocyte growth.

Single-cell (sc) multi-omics studies allow interrogation of the interplay between transcriptomic and epigenomic changes in rare cell populations. In the current study, we aimed to analyse the coupling between the transcriptome and DNA methylation changes during the NSN to SN transition, using scM&T-seq [37]. This allowed us to identify differentially expressed genes between NSN and SN oocytes and to generate a classifier to infer chromatin status in datasets of oocyte single-cell and bulk RNA-seq from transgenic studies. Furthermore, using integrative analysis of DNA methylation and histone modifications, we were able to link sites gaining methylation in the SN oocyte to sites jointly enriched in H3K36me3 and H3K27me3, which is unusual as these marks are commonly not in the same regions and are opposingly associated with methylated DNA.

## Methods

### Animal housing

Mice used in this study were bred and maintained in the Babraham Institute Biological Support Unit. Ambient temperature was ~ 19–21 °C and relative humidity 52%. Lighting was provided on a 12 h light: 12 h dark cycle including 15 min ‘dawn’ and ‘dusk’ periods of subdued lighting. After weaning, mice were transferred to individually ventilated cages with 1–5 mice per cage. Mice were fed CRM (P) VP diet (Special Diet Services) *ad libitum* and received seeds (e.g., sunflower, millet) at the time of cage cleaning as part of their environmental enrichment. For collection of tissues (ovaries), mice were sacrificed by cervical dislocation, an approved method under Schedule 1 of the UK Animals (Scientific Procedures) Act 1986.

### Oocyte collection

A total of 37 fully-grown GV oocytes were mechanically dissected from the ovaries of two 12-week-old C57Bl6/Babr mice in M2 medium (Sigma-Aldrich, M7167). After removing all cumulus cells, oocytes were placed in M2 with Hoechst (5µM, Abcam, 33343) and incubated for 10 min at room temperature. Oocytes were washed in PBS and NSN/SN stage was scored on a Zeiss LSM780 confocal microscope. Absence of a ring around the nucleolus was counted as “NSN”, a partial ring as “intermediate” and a full ring “SN”. After scoring, oocytes were frozen individually in 5 µl RLT Plus buffer (Qiagen) and stored at -80 °C until further use.

### Single-cell M&T-sequencing

Single-cell RNA-seq and single-cell (sc) BS-seq libraries were prepared as described in [40]. Briefly, DNA and polyadenylated mRNA from individual oocytes were physically separated using poly-dT bound magnetic beads according to the G&T protocol published by Angermueller et al. [37]. Bead-bound mRNA was transcribed into cDNA using SuperScript II (Invitrogen) and Template-Switching Oligo primers (TSO, Eurogentec), followed by amplification of cDNA with the 2x KAPA HiFi HotStart ReadyMix (Roche) and ISPCR primers [57, 58]. Libraries were prepared from 100 to 400 pg of cDNA using the Nextera XT Kit (Illumina), per the manufacturer’s instructions but with one-fifth volumes. scBS-seq libraries were prepared as based on the protocols published by [37, 44], with minor changes as described in [40].

Libraries were sequenced on an Illumina NextSeq500. Multiplexed scRNA-seq libraries were sequenced on one MidOutput lane to an average of 3.5 million single-end reads of 150 bp read-length. Multiplexed scBS-seq libraries were sequenced in one HighOutput lane to an average of 19 million 75 bp paired-end reads (Supplementary Table 1).

### ChIP-sequencing

Ultra-low input native ChIP-sequencing was performed on pooled GV oocytes (~ 280 oocytes per replicate) from 25-day old C57BL6/Babr mice, as previously described [48]. To test the optimal antibody: chromatin ratio, an antibody titration was performed: 250ng, 125ng and 62.5ng of anti-H3K36me3 antibody on three replicates (Diagenode C15410192) was used. Libraries were QC-ed and quantified using Kapa qPCR and an Agilent Bioanalyser. Yields were the best for 250ng, so another replicate was generated using these conditions. Library yield was too low for 62.5ng so this sample was excluded, leaving a total of three replicates (replicate 1 = 250ng, replicate 2 = 125ng, and replicate 3 = 250ng). Multiplexed ChIP-seq libraries were sequenced on the Illumina NextSeq500 in High Output 75 bp single-end mode to an average depth of 32 million reads.

### Publically available data

Raw sequencing reads of scRNA-seq and scBS-seq datasets from young and aged GV oocytes were obtained from the Gene Expression Omnibus GEO, under accession code GSE154370. MII scBS-seq data were downloaded using accession code GSE56879. Accession codes for RNA-seq data sets used to test the NSN-SN classifier are listed in Table 1. H3K4me3 and H3K27me3 ChIP-seq data of GV oocytes were obtained from GSE93941.

### Library mapping and trimming

Raw FASTQ sequence files were quality trimmed and adaptor trimmed with TrimGalore! v.0.6.10 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default parameters. For sc-BS-seq, 6 bp were trimmed from both 5’ and 3’ end of the sequencing reads in single-end mode. All datasets were mapped against the mouse GRCm38 genome assembly. RNA-seq data were mapped using HISAT2 v.2.1.0 [59] (http://daehwankimlab.github.io/hisat2/main/). Mapping and methylation calling of bisulphite sequencing data were performed with Bismark v0.23.1 in single-end and non-directional mode, followed by deduplication (deduplicate_bismark) and methylation calling (bismark_methylation_extractor) [60](https://www.bioinformatics.babraham.ac.uk/projects/bismark/). ChIP-seq data were mapped with Bowtie v2.2.9 [61] (https://bowtie-bio.sourceforge.net/bowtie2/index.shtml).

### Single-cell RNA-seq analysis

Sequencing libraries were prepared for 37 samples (13 NSN, 2 Intermediate, 22 SN) and FASTQ files generated. Initial quality control was performed using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and sequencing datasets with at least 1 million reads were considered for further analysis. Quantification for gene expression was performed using features derived from mouse oocyte transcriptome [39] using Seqmonk v1.48.1 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk). Two oocytes were considered as outliers based on clustering analysis and were excluded. In total, 16 SN and 9 NSN oocytes were taken forward for downstream analyses.

Differential gene expression analysis was performed using raw counts generated for the NSN and SN oocytes using DESeq2 (padj < 0.05) [62]. This list of differentially expressed transcripts was compared to the previously available list of differential genes [28] for NSN vs SN oocytes and common candidates identified (total 199 transcripts). Further, with transcripts ordered based on adjusted p values, 65 downregulated transcripts and 35 upregulated transcripts (NSN vs SN) were selected to form the “100 transcript classifier”. We also trialled 75-gene, 50-gene and 25-gene classifiers (based on both fold-change and FDR), as well as a 199-gene classifier (based on the overlap between our DEGs and those identified in ref. 28), but none performed as robustly as the 100-gene classifier. The classifier was used for generating the ‘NSN-SN classifier matrix’, a data-frame containing the normalized counts of the classifier genes for NSN and SN oocytes. The ‘NSN-SN classifier matrix’ was further used to perform clustering analysis as well as generate heatmaps using the pheatmap software from R (v1.0.12) (Kolde R (2019). pheatmap: Pretty Heatmaps._R package version 1.0.12). To use the classifier with published datasets, DESeq2 was used to generate normalized raw counts and a normalized count matrix was generated for classifier transcripts for each dataset. The matrix was further combined with the ‘NSN-SN classifier matrix’ followed by PCA and UMAP (v0.2.10.0) (Konopka T (2023). _umap: Uniform Manifold Approximation and Projection_. R package version 0.2.10.0) analyses.

### Single-cell BS-seq analysis

Single-cell BS-seq libraries prepared from a total of 35 oocytes (13 NSN and 22 SN) were obtained. In addition, we used the data of 42 young oocytes from Castillo-Fernandez et al. [40] and inferred the chromatin state using the classifier pipeline and UMAP and PCA clustering as described above (Fig. 2B). Young oocytes, with a clear clustering with either the NSN or SN oocytes, were taken ahead for methylation analyses (total 18 oocytes with 7 NSN and 11 SN). Libraries of these 53 total oocytes were further filtered and only those with > 10% mapping efficiency and covering more than 500,000 CpGs were retained for downstream analysis. Additionally, two samples which displayed very low levels of non-CpG methylation and subsequent high CpG methylation (thereby indicating possible somatic cell contamination) were also discarded. A total of 40 oocytes (28 SN and 12 NSN) were selected for downstream analysis.

Quantification for methylation data between NSN and SN oocytes was performed as described in [40]. Briefly, the genome was binned into domains based on their methylation pattern in fully-grown GV oocytes: unmethylated (0–25% methylation) and methylated (70–100% methylation) domains were defined as described by [39]. Regions in between were defined as “intermediately methylated”. These were used as probes for quantification of methylation in 3 random groups of 4 oocytes each (pseudobulk groups). To reduce false-positive errors caused by sparse coverage in single-cell methylation data, 100 iterations with different combinations of oocytes were performed. Differential methylation was calculated using a logistic regression model and domains which showed more than 10% difference between NSN and SN, in at least 50% of the combinations, were considered as differentially methylated regions. LOLA [63] was used to calculate overlap of differentially methylated regions with genomic features. For comparison of DNA methylation changes to transcriptional changes, differentially expressed genes between NSN and SN oocytes (greater than 5 kb) (excluding 1 kb downstream TSS) were used as probes. As described above, a logistic regression model was used for calculating differential methylation using pseudobulk groups (3 groups of 4 oocytes each).

### ChIP-seq analysis

H3K36me3 ChIP-seq data was analyzed alongside published H3K4me3 and H3K27me3 ChIP-seq datasets from our lab [48]. Reads per kilobase million (RPKM) was quantified for 2 kb running windows (*N* = 1,362,779). Windows with < 0.04 and > 2 RPKM in 10% input controls were excluded to eliminate unmappable regions and mapping artefacts, respectively. A total of 1,186,323 valid 2 kb running windows was used for quality control assessments and all analyses. All analyses and figures were generated in SeqMonk Version 1.48.0.

2 kb windows were defined as “enriched” for a given histone modification based on an RPKM value > 1. H3K4me3-enriched (*N* = 335,417), H3K27me3-enriched (*N* = 355,572) and H3K36me3-enriched (*N* = 376,991) domains well represent the underlying data (Fig. 4A). To compare histone enrichment to DNA methylation patterns, 2 kb windows were grouped into the following categories: H3K4me3 + H3K27me3 (*N* = 106,063), H3K4me3 (*N* = 169,128), H3K27me3 (*N* = 218,973), H3K36me3 + H3K4me3 + H3K27me3 (*N* = 6,132), H3K36me3 + H3K4me3 (*N* = 54,094), H3K36me3 + H3K27me3 (*N* = 24,404), and H3K36me3 (*N* = 292,361) (Fig. 4B). 2 kb windows within each category were then filtered for those that fell within previously defined GV methylated or unmethylated domains [39], SN hyper DMRs defined in this study, or *Uhrf1* KO oocyte hypoDMRs [47]. Distributions were compared using a Chi-Square statistic.

## Results

### NSN to SN transition is associated with transcriptome changes

We used scM&T-seq to generate scRNA-seq and scBS-seq data from nine NSN and 18 SN GV oocytes collected from two mice and classified by Hoechst staining of their nuclei. 

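RNA from single GV oocytes of 2 mice, called C and D, was sequenced after the nuclei had been classified by Hoechst staining. The authors trimmed the reads, aligned them to GRCm38 and counted them in SeqMonk over the transcripts of a published mouse oocyte transcriptome. The deposited values are raw counts per transcript, without normalization, for 38540 transcripts in 9 NSN oocytes (5 from mouse C, 4 from mouse D), 16 SN oocytes (9 from mouse C, 7 from mouse D) and 1 intermediate oocyte. The protocol has no molecular identifiers, so counts are reads and not molecules, and limits drawn from them cover counting error only. Total counts per oocyte ranged from 1886716 to 2983344 in NSN oocytes (median 2690652) and from 1358383 to 3647827 in SN oocytes (median 2069699), and the intermediate oocyte had 2163635. The reads per oocyte given in Supplementary Table S1 averaged 3.56 M over the 25 NSN and SN oocytes, and the values below rest on the counts. Mean total counts of the stages did not differ beyond the spread between oocytes (two-sided exact permutation test, p = 0.193, n = 9 NSN and 16 SN). The 100 most abundant transcripts took 20.0% ± 0.919 (SD, n = 9) of the counts in NSN oocytes and 19.0% ± 0.666 (SD, n = 16) in SN oocytes. Counts were scaled by edgeR's TMM method, and NSN and SN oocytes were compared with edgeR's quasi-likelihood test over the 16657 transcripts with at least 3 counts in at least 9 oocytes. Scaled values are relative to the counts of an oocyte and are not amounts of RNA. The mouse was the only batch that the labels give, and values within each mouse are given for PC1, detected transcripts, SN-missing transcripts, differential expression and the direction of the classifier transcripts.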

After quality control filtering, we were left with RNA-seq data for nine NSN and 16 SN oocytes, with an average read count of 3.6 million (range: 1.9–5.3 million reads; Supplementary Table S1). 

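For PCA, counts of all 26 oocytes were converted to log2 CPM (counts scaled to a common library size, TMM) with a prior count of 2, and the 500 most variable transcripts were used. PC1 held 35.6% of the variance and PC2 7.84%. Scores on PC1 ran from -26.6 to -10.96 in the 9 NSN oocytes and from -2.22 to 21.1 in the 16 SN oocytes, with no overlap (two-sided exact permutation test of the means, p = 4.9e-07, the smallest p that 9 against 16 oocytes allow). The difference was also found within mouse C (exact permutation test, p = 0.0005) and within mouse D (exact permutation test, p = 0.003). The intermediate oocyte, which came from mouse D, scored 2.65. The setting that moved the share on PC1 most was the use of all tested transcripts, where PC1 held 16.3% and the ranges of the stages overlapped. They also overlapped with a variance stabilizing transformation, where PC1 held 36.1% (SN from -2.72, NSN up to -2.66; exact permutation test, p = 9.8e-07).

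**Figure D1:**
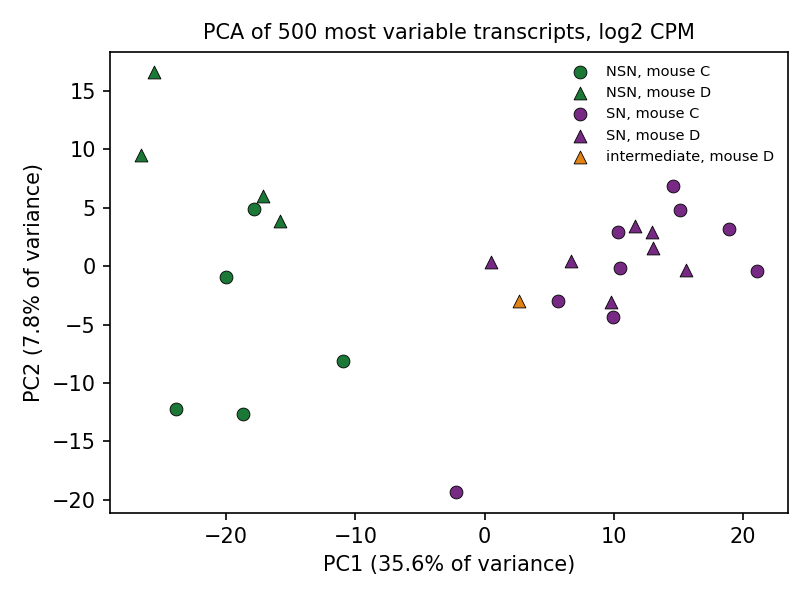
Scores of 26 oocytes on PC1 and PC2 of the 500 most variable transcripts, in units of log2 CPM; each point is an oocyte, with the colour giving its stage and the shape its mouse. The NSN oocytes lie at -10.96 or below on PC1 and the SN oocytes at -2.22 or above.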

Principal component analysis (PCA) resulted in distinct clustering of NSN and SN oocytes on PC1 (36% of variance), demonstrating distinct transcriptome profiles of the two GV maturation stages (Fig. 1A). As the NSN-to-SN transition coincides with transcriptional silencing [10], we analysed the total number of transcripts detected in our dataset. 

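A transcript was counted as detected in an oocyte with at least 1 count, and oocytes with 2.5 to 5 M reads were compared, the window drawn in Fig. 1B. The number of detected transcripts was 19822 ± 513 (SD, n = 9) in NSN oocytes and 18572 ± 775 (SD, n = 12) in SN oocytes, a difference of -1250 (two-sided exact permutation test, p = 0.000769). Of the 12 SN oocytes, 7 had fewer detected transcripts than every NSN oocyte. Within mouse C the difference was -1308 (exact permutation test, p = 0.0159, n = 5 NSN and 5 SN), and within mouse D it was -1110 (exact permutation test, p = 0.0455, n = 4 NSN and 7 SN). The number of detected transcripts rose with reads also inside this window. In all 25 oocytes with a log2 library size term in a linear model, the setting that moved the difference most, it was -834.5 (permutation test of residuals, p = 1e-05, the smallest that 100000 resamples give).

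**Figure D2:**
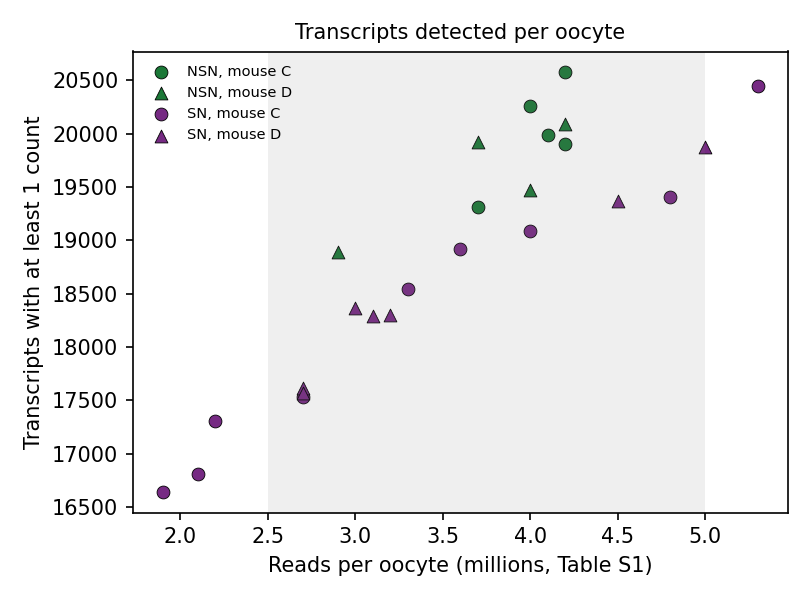
Transcripts with at least 1 count in each of 25 oocytes against the reads per oocyte in M, with the colour giving the stage, the shape the mouse and the grey band the window of 2.5 to 5 M reads. NSN oocytes range from 18895 to 20572 transcripts and SN oocytes in the window from 17532 to 19872.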

We observed that, when considering samples with comparable sequencing depths, SN oocytes contained on average 1,164 fewer transcript species than NSN oocytes (Fig. 1B), likely reflecting the transcript degradation associated with oocyte maturation [38]. To explore whether the absence of a specific transcript was a shared event between SN oocytes, we estimated the proportion of cells expressing each gene and observed that these events were shared across most SN oocytes (Supplementary Figure S1A). This observation suggested that heterogeneity in the transcriptome of GV oocytes is not increased after transcriptional silencing even though a reduction in expressed genes was observed. To confirm this, we conducted a differential over-dispersion test between NSN and SN oocytes. 

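Of 28306 transcripts with a count in any NSN or SN oocyte, 10701 were detected in a higher share of NSN oocytes, 4955 in a higher share of SN oocytes and 12650 in all oocytes of both stages. These shares were not matched for depth, and median total counts were lower in SN oocytes. Detection in all of 9 oocytes is also reached more easily than in all of 16. All 9 NSN oocytes had at least 1 count of 14801 transcripts. Of these, 2151 had no count in at least 1 SN oocyte, among them 830 that were undetected in a single SN oocyte and 75 that were undetected in 10 or more of the 16. With all libraries downsampled to the smallest total, 13565 transcripts had a count in all NSN oocytes, and 1623 of them had none in at least 1 SN oocyte. The undetected transcripts of 2 SN oocytes shared 108 transcripts on average. Shuffling absence within 20 bins of mean NSN expression gave 51.3 ± 0.515 (SD over 1000 shuffles), so that the observed overlap was 2.10 times as large (one-sided permutation test, p = 0.001, the smallest that 1000 shuffles give). With transcripts detected in at least 7 of 9 NSN oocytes, the setting that moved this ratio most, it was 1.47. Transcripts within a bin can still differ in abundance, which would also raise the overlap. The ratio thus shows that absence was not random within bins, and it does not isolate a shared loss.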

A similar number of over-dispersed transcripts was observed in both categories (NSN = 224, SN = 185), supporting the idea that both groups share similar levels of transcriptional heterogeneity (Supplementary Figure S1B). 

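Variability was compared with limma on the absolute deviation of log2 CPM from the median of each stage, adjusted for group size. The paper's over-dispersion test was not repeated here. Of 16657 transcripts, 2 had an adjusted p under 0.05 (Benjamini-Hochberg), and both were more variable in NSN oocytes. These were Kcnip4, with 5 to 44 counts in NSN oocytes and 0 to 1 in SN oocytes (adjusted p = 0.00172 from limma), and Deup1, with 2 to 38 counts in NSN oocytes and 0 to 3 in SN oocytes (adjusted p = 0.00311 from limma). Deup1 was named after its values had been seen. At an unadjusted p under 0.05, 282 transcripts were more variable in NSN oocytes and 350 in SN oocytes, together under 5% of those tested. The order was reversed, with 163 in NSN and 84 in SN oocytes, among the 7065 transcripts with a mean of at least 50 counts, a subset chosen after seeing the data, and with 303 and 258 for deviations within stage and mouse. After downsampling all libraries to the smallest total, no transcript passed the adjusted threshold, and 294 and 240 passed the unadjusted one. In simulated data with 200 transcripts given a 4-fold larger SD, the adjusted threshold recovered 0.5% and the unadjusted one 95% of them, so a low adjusted count says little about heterogeneity.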

To further explore the genes no longer consistently detected in SN oocytes, we selected 382 transcripts that we characterized as “SN-missing”, based on (1) having at least 1 count in at least 7 out of 9 NSN oocytes and (2) 0 counts in at least 10 out of 16 SN oocytes (Supplementary Table S2). 

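Applied to the counts as deposited, the rule of at least 1 count in at least 7 of 9 NSN oocytes and 0 counts in at least 10 of 16 SN oocytes was met by 386 transcripts, of which 132 were among those listed in Supplementary Table S2. In 10000 random splits of the 25 oocytes into 9 and 16, the real one included, 1 gave as many, and the median of the others was 45. With all libraries downsampled to the smallest total, 308 transcripts met the rule. With the shares of the rule rounded up to whole oocytes within each mouse, 705 transcripts met it in mouse C and 234 in mouse D. Of these, 71 were in common, and these 2 settings were chosen after their values had been seen. The rounding required a count in every NSN oocyte of mouse D, and mouse C held the smallest SN library. The 2 numbers therefore do not measure how far the mice differ. No count in an SN oocyte is compatible with up to 3 counts of its total, so absence means not detected at this depth.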

Gene ontology analysis of genes that annotate to SN-missing transcripts did not render any interesting results. 

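In Supplementary Table S2, the listed SN-missing transcripts fall into 114 with no gene symbol, 61 with a symbol made of Gm and a number and 207 with another symbol. Mean counts per NSN oocyte were low in each group, with a median over transcripts of 4.5 without a symbol, 4.0 with a Gm symbol and 4.78 with another symbol. The medians in SN oocytes were 0.906, 1.12 and 1.19 counts. The differential expression test covered 207 of the listed transcripts, and 111 of these were lower in SN oocytes at an adjusted p under 0.05 from edgeR's quasi-likelihood test.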

We noted that out of 382 transcripts, 114 (29.8%) were oocyte-specific transcripts, according to our previous annotation of the mouse oocyte transcriptome [39], and a further 61 (16.0%) had no assigned gene name. Furthermore, when analysing the expression of SN-missing genes in NSN oocytes, we saw a significant bias for SN-missing transcripts to be expressed in the lowest 2 expression quartiles at the NSN stage compared to random genes (Chi square *P* < 0.0001; Fig. 1C).

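Quartiles of mean NSN expression were taken over the 26483 transcripts with a count in any NSN oocyte. Of the 386 transcripts that met the rule in the deposited counts, 2 lay in the lowest quartile, 361 in the second, 23 in the third and 0 in the highest. The lowest pair of quartiles held 94.0% of them. Both parts of the rule act on abundance, since 0 counts in at least 10 oocytes are met by transcripts with few counts, and a count in at least 7 NSN oocytes excludes most transcripts of the lowest quartile. In 1000 splits of the 25 oocytes into 9 and 16, the real one included, 998 gave a share in the lowest pair of quartiles as large as the real one, and the median of the others was 100%. Only 2 splits gave a lower share (lowest 93.3%). The real list was thus less concentrated at low abundance than those of nearly all random groups, and a high share by itself does not mark the stages. Over the 17329 transcripts that met that part of the rule, the setting that moved the quartiles most, 94.6% lay in the lowest quartile and 5.44% in the second. Their median NSN expression was 1.06 CPM, against 13.9 CPM for the others.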

**Fig. 1:**
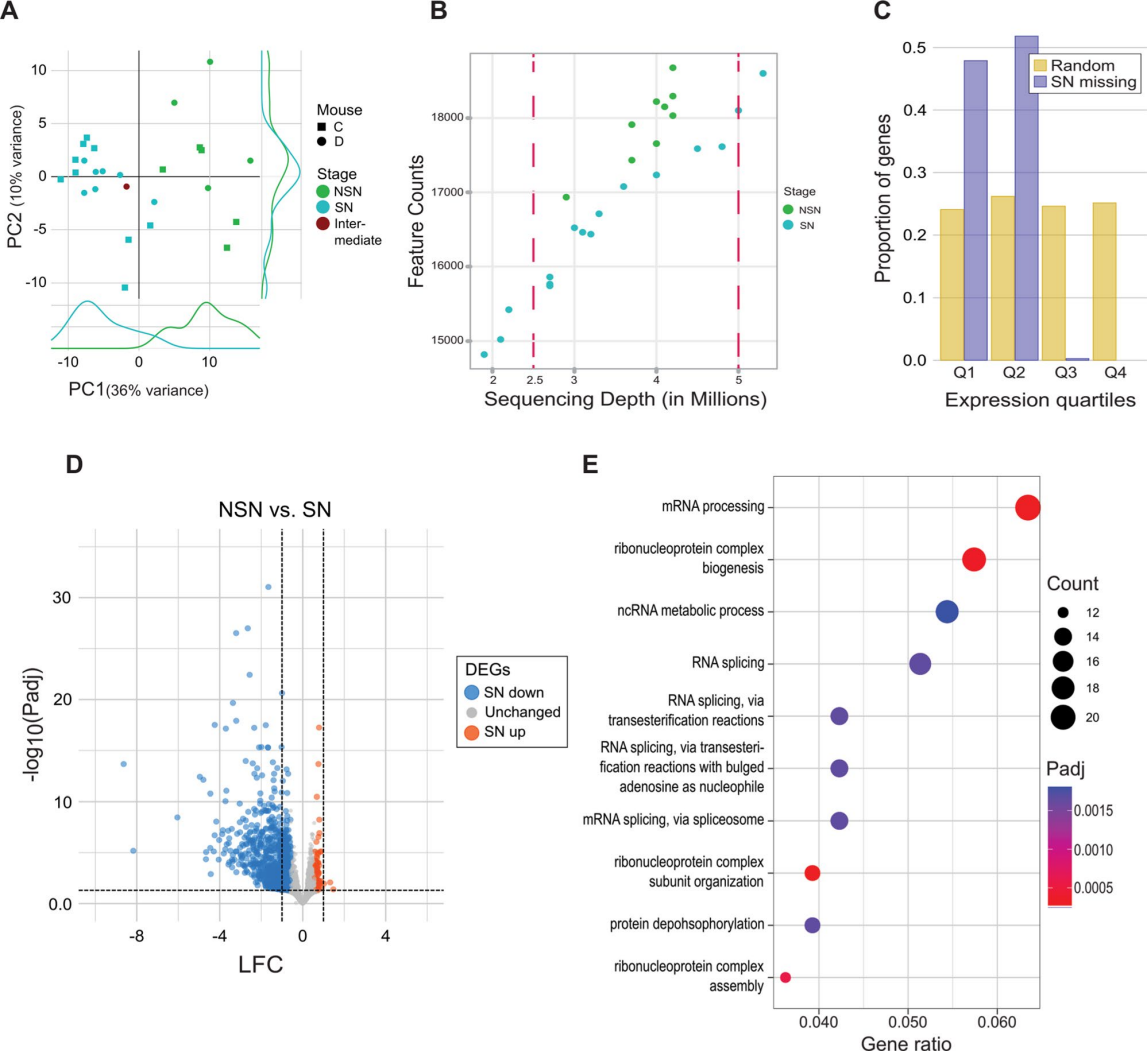
Transcriptome changes during NSN to SN transition. **A** PCA plot of scRNA-seq data of oocytes classified as NSN, SN or intermediate based on Hoechst staining. Symbol shape indicates the mouse from which the oocyte was collected. The density of NSN and SN oocyte distributions in PC1 and PC2 is also shown. The plot demonstrates that chromatin configuration is the main source of variation (PC1, 36%). **B** Scatterplot showing the total number of transcripts detected in each NSN and SN oocyte as a function of library read depth. Dots represent individual oocytes. A gene was considered to be expressed if it had at least 1 transcript count in any of the NSN or SN oocytes. SN oocytes express significantly fewer transcripts compared to NSN oocytes of comparable sequencing depths (when considering oocytes between the two dashed red lines; Wilcoxon *P* = 0.0012). **C** Barchart showing that genes not expressed in SN oocytes (SN missing) are lowly expressed in NSN oocytes (expression quartiles Q1 and Q2) compared to random genes, which are equally distributed among all NSN expression quartiles (Chi square *p* < 0.0001). Expression quartiles were determined based on all oocyte transcripts expressed in NSN oocytes. **D** Volcano plot showing differential expression between NSN and SN oocytes. Indicated are the log_2_ shrunken fold change (LFC) and the -log_10_ adjusted P-value (-log_10_ Padj). Each dot represents an oocyte transcript. Differentially expressed genes (DEGs) are highlighted in blue (down) or red (up). The dashed lines indicate the LFC > |1| and Padj < 0.05 cut-offs used to further select the DEGs for downstream analysis. **E** Dot plot showing gene ontology results for biological processes of downregulated DEGs with LFC < -1. The size of the dots indicates the number of DEGs enriched for a category and the colour signifies the adjusted P-value (Padj). The x-axis shows the ratio of DEGs enriched for a certain category

Therefore, transcripts that were detected in NSN but not SN oocytes tend to be already lowly expressed in NSN oocytes. Taken together with the lack of meaningful gene ontology results and the finding that around half of these SN-missing genes do not have an assigned gene function, these results may suggest that the majority of transcript species missing in SN oocytes are not of critical functional importance for the oocyte.

Next, we used DESeq2 analysis to identify 2,347 differentially expressed transcripts (DEGs), of which 579 had a Log_2_ fold change (LFC) > |1|. 

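In the deposited counts, edgeR's quasi-likelihood test gave 2245 of 16657 transcripts with a Benjamini-Hochberg adjusted p under 0.05, and 643 of these had an absolute log2 fold change above 1. The authors' deposited table lists 2347 transcripts, of which 2088 were called here. Under alternatives, the count above 1 ranged from 118 with edgeR's glmTreat, a test against a log2 fold change of 1, to 1381 over all transcripts with a count. With DESeq2 on halved counts, chosen after seeing the data, it was 105 with values shrunken by DESeq2's normal type and 776 unshrunken. Within mouse C 749 transcripts were called and within mouse D 725. Of those called in mouse C, 96.5% changed in the same direction in mouse D, and 94.1% the other way round. No transcript had a stage effect that differed between the mice at an adjusted p under 0.05, with 996 at an unadjusted p under 0.05. Gene names were taken from Supplementary Table S2, of which a part was used here, for 366 transcripts and from an annotation by identifier for 145, and the other transcripts are given by identifier. Zfp707 (TCONS_00037306, chromosome 15 of GRCm38, 75969123 to 75975868) had 28.2 ± 10.6 CPM (SD, n = 9) in NSN and 3.09 ± 1.57 CPM (SD, n = 16) in SN oocytes, a log2 fold change of -3.15 (SE 0.229, adjusted p = 1.36e-11 from edgeR), and all 16 SN oocytes lay below every NSN oocyte. Sdcbp2 (TCONS_00058304, chromosome 2, 151572622 to 151590005) had 67.6 ± 11.1 CPM (SD, n = 9) in NSN and 10.9 ± 7.79 CPM (SD, n = 16) in SN oocytes, a log2 fold change of -2.63 (SE 0.223, adjusted p = 3.17e-10 from edgeR). Kcnip4 (TCONS_00081062) had at most 1 count in any SN oocyte and was at least 3.42-fold lower. Its gene overlaps many annotated genes on both strands, and strand use in the counting is not stated, so its reads may be shared. The log2 fold changes of TCONS_00106131 and TCONS_00014609, which have no name among those used here, were -1.65 and -3.85. Among the rises with the smallest p were TCONS_00019023, from 499.5 to 887 CPM (log2 fold change 0.83, adjusted p = 5.63e-08 from edgeR), and TCONS_00090890 (log2 fold change 0.81). The largest named rises were in Ier5l (0.94), Oosp3 (0.85) and Slc23a2 (0.82), on the log2 scale, and none of these passed the threshold in both mice. Oosp3 rose by 0.35 in mouse C (adjusted p = 0.37 from edgeR) and 1.52 in mouse D (adjusted p = 0.000533 from edgeR), Ier5l by 1.16 (adjusted p = 0.0451 from edgeR) and 0.62 (adjusted p = 0.41 from edgeR), and Slc23a2 by 1.04 (adjusted p = 0.0209 from edgeR) and 0.56 (adjusted p = 0.197 from edgeR). In the window of 2.5 to 5 M reads, Ier5l rose by 0.81 (adjusted p = 0.0666 from edgeR). Zc3hc1, Ldhc and Dedd2 had log2 fold changes of -2.35, -2.30 and -2.22.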

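Of the 643 transcripts with an absolute log2 fold change above 1 and an adjusted p under 0.05 from edgeR, 630 were lower and 13 higher in SN oocytes. Of all 2245 called, 1344 were lower and 901 higher, so that rises made up 40.1%. All scalings used here are relative to the counts of each oocyte, and no measure of RNA content was used. A rise is therefore a larger share of the counts and need not be a larger amount. With scaling by library size only, the split was 1574 lower and 583 higher, with 27.0% rises, and above 1 it was 685 lower and 9 higher. The falls above 1 lay mostly in transcripts with few counts. Of 7065 transcripts with a mean of at least 50 counts per oocyte, 34 fell and 1 rose by more than a log2 of 1, while 425 fell and 794 rose at any size. Under library size only, 565 of these fell and 527 rose, so the excess of rises among abundant transcripts depended on the scaling.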

Strikingly, 576 out of these 579 transcripts were downregulated (Fig. 1D, Supplementary Table S2). The vast overrepresentation of downregulated transcripts in SN oocytes is again likely to reflect the absence of active transcription in combination with transcript degradation at this stage. Gene ontology analysis of downregulated DEGs with a LFC < -1 showed enrichment for processes related to mRNA processing, including ribonucleoprotein complex assembly, RNA splicing and ncRNA metabolic process as well as protein dephosphorylation (Fig. 1E).

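A gene set test was not made, since names were used here for 0% to 6.02% of the members of the gene sets fixed for it. Members with a name are given singly, as a selection limited to named transcripts and not as a measure of the process. Of the core spliceosome set, 3 of 75 members had a value. Snrpb (TCONS_00061970) fell from 29.7 ± 9.22 CPM (SD, n = 9) to 10.1 ± 6.15 CPM (SD, n = 16), a log2 fold change of -1.53 (SE 0.236, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test), and 15 of 16 SN oocytes lay below every NSN oocyte. Aar2 had a log2 fold change of -1.88 (SE 0.331, adjusted p = 0.000139 from edgeR), and Snrpd3 did not change beyond its error (log2 fold change -0.10, SE 0.143). The splicing regulator Rbm5 (-1.64), the 3' end processing factor Clp1 (-2.74) and the ribosome biogenesis members Coil (-1.20) and Nop2 (-1.50) were lower on the log2 scale. C1d had at most 3 counts in any SN oocyte and was at least 1.79-fold lower. Of the phosphatases, Ppp4r1 was lower (log2 fold change -1.41) and Cdc25a higher (0.49). Within single mice, Aar2 had -2.48 in mouse C and -1.35 in mouse D (adjusted p = 0.131 from edgeR), Nop2 -1.11 in mouse C (adjusted p = 0.0512 from edgeR) and -1.93 in mouse D, and Cdc25a 0.57 in mouse C (adjusted p = 0.0639 from edgeR) and 0.36 in mouse D (adjusted p = 0.304 from edgeR). Most of these names come from the paper's lists of classifier and SN-missing transcripts, which were chosen on these oocytes. From the excess of downregulated transcripts, the paper proposes an absence of active transcription combined with transcript degradation.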

### Using RNA-seq data to infer chromatin configuration

Given the strong effect that chromatin configuration has on gene expression, we attempted to generate an NSN-SN classifier to infer chromatin configuration in other RNA-seq datasets. First, we annotated the list of 2,347 differentially expressed transcripts to genes and compared them with the list of DEGs reported by Ma et al., 2013 [28] from bulk RNA-seq analysis. This resulted in 199 genes for which we extracted the associated transcripts. Next, the transcripts were divided as upregulated or downregulated in SN. For transcripts which were downregulated in SN, we chose the top 65 transcripts on the basis of FDR. We used a similar strategy for the transcripts upregulated in SN and chose the top 35 transcripts on the basis of FDR, thereby generating the 100 gene classifier (Fig. 2A, Supplementary Table S2). 

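All 100 transcripts of the classifier in Supplementary Table S2 were covered by the differential expression test, and all 100 had an adjusted p under 0.05 from edgeR in the listed direction, 65 lower and 35 higher in SN oocytes. As the paper chose them on these oocytes, this is not independent evidence. The median log2 fold change was -1.38 for the lower transcripts, or -1.35 with the 1 transcript that has at most 3 counts in every SN oocyte set at its bound, and 0.50 for the higher ones. Fitted log2 fold changes beyond -1 were found in 42, which includes that transcript (C1d), although its bound is -0.844. None of the rises exceeded 1. The direction held for all 100 within mouse C, within mouse D and under scaling by library size only. Classifier members include Zfp707, Sdcbp2, Ldhc, Dedd2, Snrpb, Rbm5 and Nop2 among the falls, and Ier5l, Oosp3, Slc23a2 and Cdc25a among the rises.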

Application of the 100 gene classifier split our samples cleanly into NSN and SN oocytes (Fig. 2A). 

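Hierarchical clustering of the z-scored log2 CPM of the 100 transcripts (Euclidean distance, complete linkage, 2 clusters) placed 25 of 25 oocytes with their stage, and average linkage and scaling by library size only gave the same number. A score, the mean z-score of the rising minus that of the falling transcripts, was -1.87 ± 0.656 (SD, n = 9) in NSN and 1.05 ± 0.597 (SD, n = 16) in SN oocytes (two-sided exact permutation test, p = 4.89e-07). As the transcripts and their directions were chosen on these same oocytes, this p is not independent evidence of a separation. The intermediate oocyte scored -0.181, between the highest NSN oocyte (-1.11) and the lowest SN oocyte (-0.111). When 100 transcripts were chosen without the oocyte that was then classified, 25 of 25 were placed with their stage. With a whole mouse left out of the choice, 24 of 25 were, and the exception was the SN oocyte D-28. Of 1000 random lists of 100 transcripts matched on mean expression, 0 split the oocytes by stage, against 952 of 1000 lists drawn from the differentially expressed transcripts. The latter were called on these same oocytes, so their separation is not independent evidence.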

Surprisingly, using Uniform Manifold Approximation and Projection (UMAP) clustering analysis the Ma et al. NSN sample clustered with our SN oocytes and the Ma et al. SN sample with our NSN oocytes, independently of whether we used our 100 NSN-SN classifier genes or PCA of all 22,869 transcripts (Supplementary Figure S2A, B). As Ma et al. [28] only had one replicate sample for each group (NSN and SN), we conclude that the samples in Ma et al. have likely been mis-assigned.

**Fig. 2:**
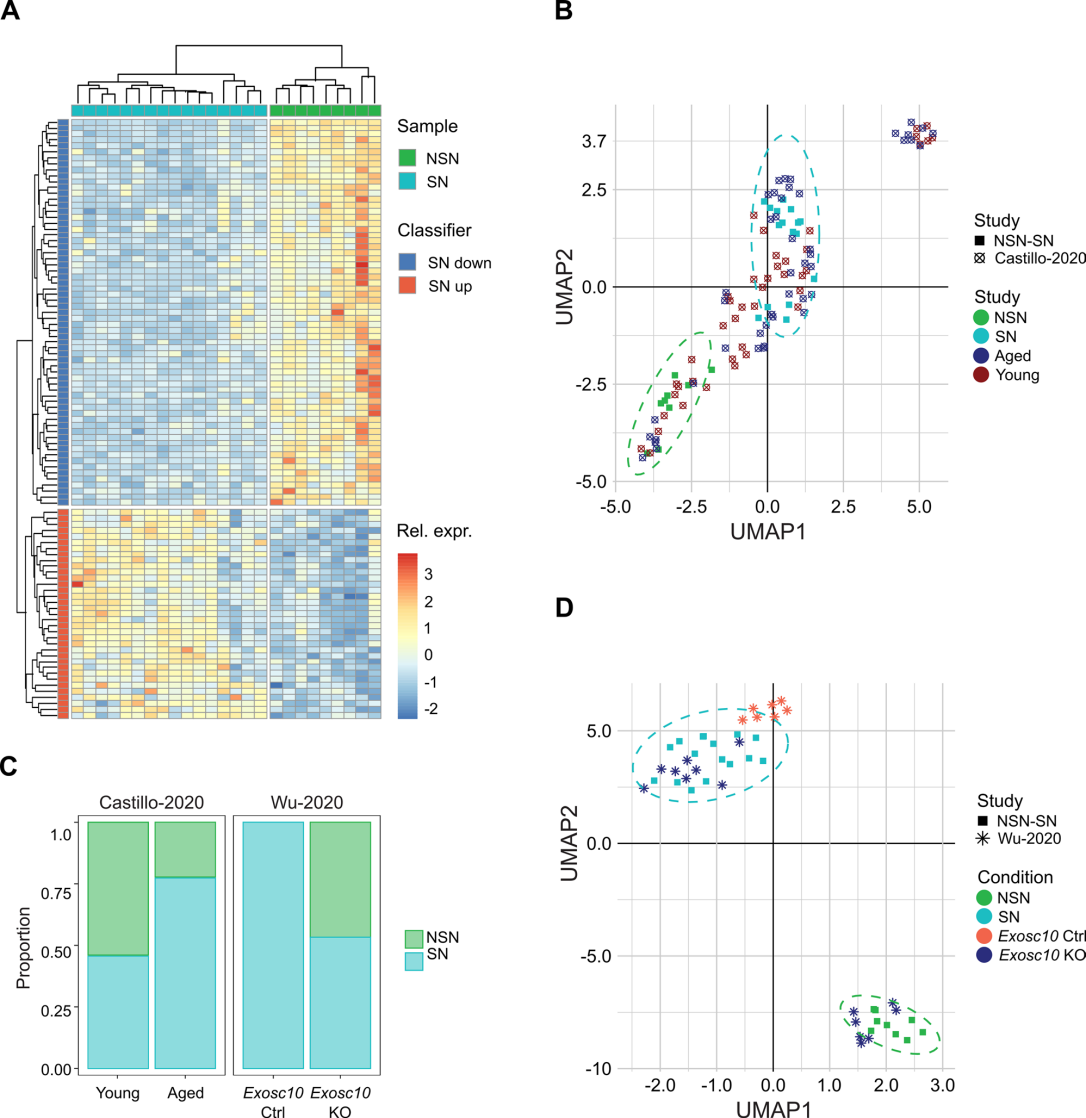
Development of a classifier to infer chromatin configuration in oocyte RNA-seq datasets. **A** Heatmap showing separate clustering of NSN and SN oocytes based on the 100 classifier genes in our NSN and SN dataset. Colour scale indicates relative expression (Z score) for each sample and classifier gene. Samples are colour-coded based on their chromatin configuration and genes are split into classifier genes that are down or upregulated in SN compared to NSN oocytes. **B**, **D** UMAP plots showing clustering based on the transcriptional profile of the 100 classifier genes of our NSN and SN oocytes together with **B** young (12 weeks) and old oocytes (> 40 weeks) from [40] and **D** *Exosc10* control and KO oocytes from [41]. The separate clusters of our NSN and SN oocytes are encircled by a dotted line. Each point indicates a separate sample. The shape of the point indicates the origin of the sample (study), whereas the colour shows the sample condition. **C** Stacked bar charts showing the proportion of NSN and SN oocytes for each genotype, based on our transcriptome classification. Aged oocytes have proportionally more SN oocytes than young oocytes, whereas *Exosc10* KO oocytes have proportionally fewer SN oocytes than *Exosc10* control oocytes

To analyse whether we could use our classifier to distinguish between NSN and SN oocytes in other scRNA-seq datasets, we selected a variety of mouse models, including ageing and gene knockout (KO) models, with a known skew in their NSN-SN ratio (Table 1).

**Table 1:** scRNA-seq datasets from mouse models used to test our NSN-SN classifier

Mouse model	NSN: SN transition	Transcription	Method	GSE	Reference
Oocyte ageing	Predominant SN	Silenced in SN	scRNA-seq	GSE154370	[40]
*Exosc10* KO	Impaired		scRNA-seq	GSE141190	[41]
*Sall4* KO	Complete block	Continuous transcription	scRNA-seq	GSE84924	[42]
*Zfp36l2* KO	Normal	Continuous transcription	scRNA-seq	GSE96638	[27]
*Zcchc8* KO	Impaired	Not assessed	Bulk RNA-seq	GSE127790	[43]
*Setd2* KO	Normal	Normal	Bulk RNA-seq	GSE112835	[35]

Based on the described phenotypes for these models, we expected to see a shift in the proportion of NSN and SN oocytes compared to control oocytes. We first looked at scRNA-seq data from oocytes from young (12 weeks) and aged (> 40 weeks) mice from our previous study using the same sequencing protocol [40]. As the SN ratio increases with ageing [3], we expected to see more SN oocytes in aged oocytes compared to young oocytes. Clustering analysis based on the 100 NSN-SN classifier genes allowed us to categorize 55 out of 87 oocytes as having a clear NSN or SN signature, respectively (Fig. 2B, Supplementary Figure S2C, Supplementary Table S3). This classification indeed showed a skew in aged oocytes towards SN oocytes compared to young oocytes (Fig. 2B, C; Supplementary Figure S2C).

Next, we analysed *Exosc10* KO oocytes, which have been described to have impaired NSN to SN transition [41]. We predicted that the transcription profile of the KO oocytes would be skewed towards the NSN signature, while the corresponding wild-type (WT) oocytes would be predominantly SN. Indeed, we saw a clear difference of NSN-SN composition between *Exosc10* KO and WT oocytes (Fig. 2C, D; Supplementary Figure S3A). While all WT oocytes clustered together with our SN oocytes, the *Exosc10* KO oocytes were a mixture of NSN and SN, recapitulating the impaired, but not completely blocked, NSN to SN transition described by Wu et al. [41]. We also tested *Sall4* KO oocytes, which are described to have a complete block of the NSN to SN transition (Supplementary Figure S3B, C) [42]. Again, we saw clustering of WT oocytes with our SN oocytes, while KO oocytes cluster in proximity with our NSN oocytes.

As NSN to SN transition and transcriptional silencing can be uncoupled [2, 26], the classifier has a caveat, in that it will incorrectly identify NSN and SN state if the two processes are uncoupled. As an example, we used our classifier in *Zfp36l2* KO oocytes, in which transcriptional silencing is impaired, even though they have seemingly normal NSN to SN transition [27]. The classifier predicts *Zfp36l2* KO oocytes to be of the NSN type, while WT oocytes are of the SN type (Supplementary figure S4A, B), which reflects their impaired transcriptional state.

We also tested whether our classifier could determine NSN or SN status in bulk RNA-seq datasets. For *Zcchc8* KO oocytes, which have impaired NSN to SN transition [43], the classifier correctly identified the KO oocytes to be of the NSN type (Supplementary Figure S5A). When applied to *Set2d* KOs (Supplementary Figure S5B), which are reported to have normal NSN to SN transition and normal transcriptional silencing [35], we detected a strong divergence between the two *Setd2* KO replicates. We suspect this indicates variable proportions of NSN and SN oocytes collected for the two *Setd2* KO replicates. Overall, the classifier showed a higher accuracy/robustness when a dataset had more samples, both in single-cell and bulk datasets.

Taken together, we believe that the NSN-SN classifier based on the abundance of 100 transcripts can be a useful tool to assess a possible effect on NSN to SN transition in a variety of mouse models. However, we do recommend verifying the results by other methods, such as imaging, as transcription and chromatin conformation may be uncoupled.

### GV oocytes gain DNA methylation during the NSN to SN transition

During oocyte growth, *de novo* DNA methylation is predominantly linked to gene transcription and the deposition of H3K36me3 over expressed gene bodies. How DNA methylation levels differ between NSN and SN oocytes is unknown. To assess this, we generated scBS-seq libraries from the same oocytes used for the scRNA-seq analysis above (Supplementary Table 1). scBS-seq libraries were successfully generated for 9 NSN and 23 SN oocytes, of which only 5 NSN and 18 SN oocytes were taken ahead after QC filtering. To increase the number of oocytes for a more robust analysis, we included the scBS-seq data from young oocytes from Castillo-Fernandez et al. [40], which were made using the same protocol, and inferred their NSN and SN state with the classifier described above (Supplementary Table S3). This resulted in 12 NSN and 28 SN oocytes for downstream analysis, with coverage of between 2,198,939 and 4,817,032 CpG positions per oocyte, equivalent to ~ 10.1–22.0% of the ~ 21.9 million CpGs in the mouse genome that can be measured by BS-seq (Supplementary Table 1). As expected, we observed higher global levels of CpG methylation in SN oocytes (mean 32.3%) compared to NSN oocytes (mean 30.3%; Fig. 3A). We then extended this comparison to the next stage in oocyte development by using previously generated MII oocyte scBS-seq data [44]. Global CpG methylation in MII oocytes had similar levels to those observed in SN oocytes (Fig. 3A). Non-CpG methylation increased from a mean of 4.02% in NSN to 4.68% SN oocytes (Fig. 3B). The oocyte methylome is known to be highly bimodal, with large domains exhibiting either high or low methylation, with smaller regions in between, which may be termed “intermediately” or “partially” methylated [39, 45, 46]. We classified the genome into domains with low (< 25% methylation) and highly methylated domains (> 70%) as defined by Veselovska et al. [39]. Domains with intermediate methylation were defined as regions in between low and highly methylated domains [40]. The largest differences between NSN and SN oocytes were observed in domains with intermediate levels of CpG methylation (Fig. 3C).

**Fig. 3:**
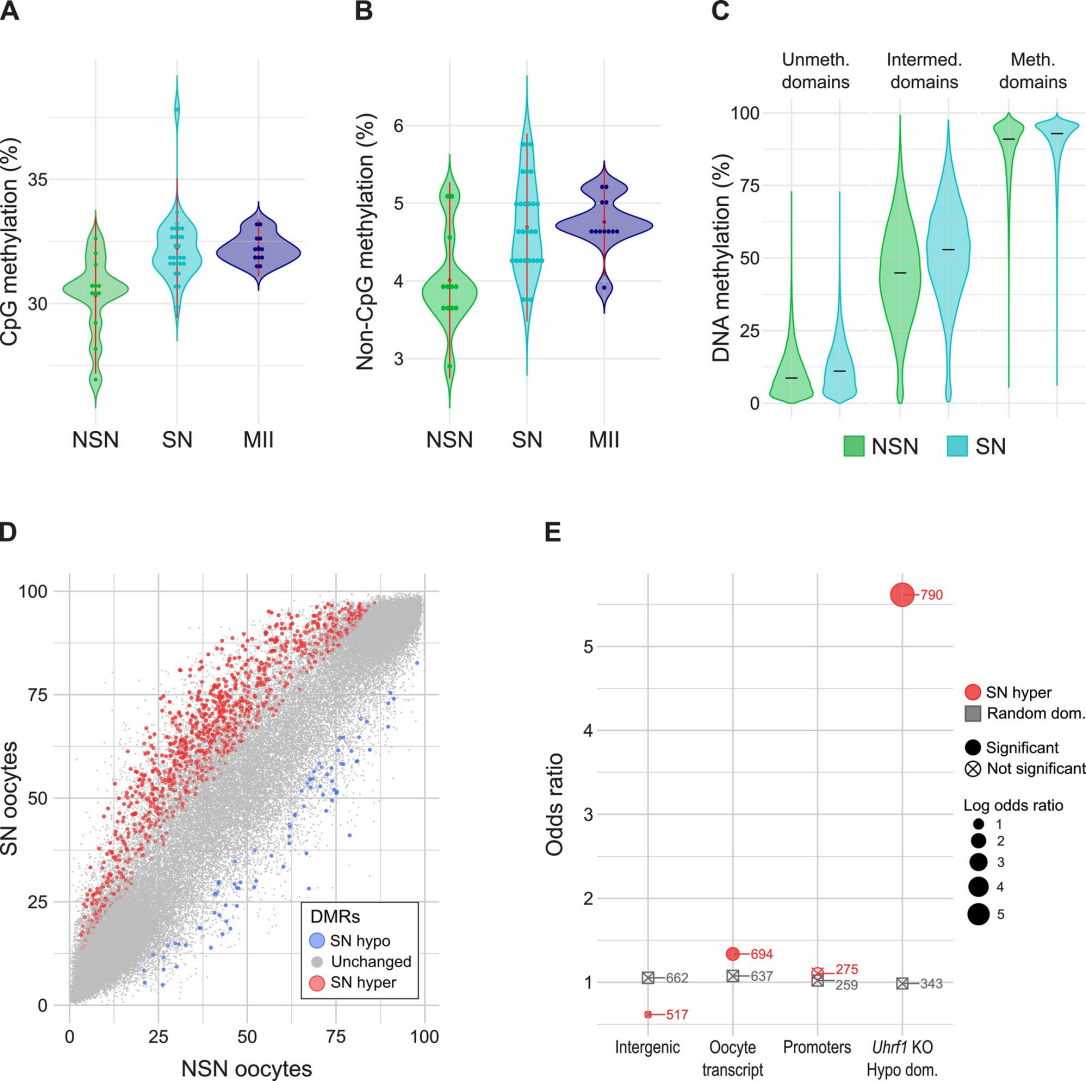
DNA methylation changes during NSN to SN transition. **A**,** B** Violin plots showing average CpG (**A**) and Non-CpG methylation (**B**) in NSN, SN and MII oocytes. **C** Violin plots comparing DNA methylation (CpG methylation) between NSN and SN oocytes in oocyte unmethylated (*N* = 52,452), intermediate (*N* = 88,103) and methylated domains (*N* = 37,272) based on published annotations from GV oocytes [39]. Intermediate (or partially) methylated domains were defined as regions covered neither by unmethylated nor methylated domains. **D** Scatterplot of DNA methylation values (%) of NSN vs. SN oocytes. Quantified were unmethylated, intermediate and methylated domains. Each dot represents one domain. Differentially methylated regions (DMRs) are highlighted in red (hypermethylated in SN) or blue (hypomethylated in SN). **E** Enrichment analysis showing the odds ratio of SN hyper DMRs (red) or random domains (grey) overlapping intergenic regions, oocyte transcripts, promoters or domains hypomethylated in *Uhrf1* KO GV oocytes. The number of domains overlapping domains with a feature is indicated. NSN and SN oocytes comprise a mixture of oocytes from the present study and oocytes from [40]. MII oocyte data is from [44]

Next, we sought to identify differentially methylated regions (DMRs) between NSN and SN oocytes. Because the coverage of scBS-seq libraries is low it is difficult to find domains with sufficient coverage in all samples for differential methylation analysis. Single oocytes were therefore pseudo-bulked, by randomly grouping four oocytes together and comparing three groups of four NSN and SN oocytes each in 100 iterations, as previously described [40]. By selecting only those DMRs that are shared in at least 50% of tested combinations, we were left with a robust selection of 1,146 DMRs (Fig. 3D, Supplementary Table S4). The majority of identified DMRs (1,064, 91.3%) were hypermethylated in SN oocytes. Hypermethylated DMRs were enriched for oocyte transcripts, which we used as an indicator for genes (Fig. 3E). In contrast, no significant enrichment was observed for intergenic regions or promoters. We saw the largest changes in intermediately methylated domains. Most of the SN-hypermethylated intermediately methylated domains exhibited variation in methylation level amongst individual oocytes, but were on average more methylated in SN oocytes. We also assessed the overlap with regions that are hypomethylated in *Uhrf1* KO oocytes from Maenohara et al. [47], because it was shown that loss of *Uhrf1* in growing oocytes results in hypomethylation, with intermediately methylated regions most affected [47]. We saw indeed an odds ratio of 5.62 of SN hyper DMRs for regions that lost DNA methylation in the *Uhrf1* KO oocytes (Fig. 3E).

As DNA methylation in growing oocytes is driven predominantly by active transcription, we assessed whether the expression changes observed between NSN and SN oocytes correlated with DNA methylation changes. However, there was no correlation when comparing expression changes and methylation difference, neither for the identified DEGs, nor for the DMRs (Supplementary Figure S6A, B). This is perhaps not surprising, as the transcript abundance changes observed are likely due to downstream processing of RNA and transcriptional decay, rather than changes in active transcription.

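The methylation differences used here are the paper's values from Supplementary Table S4, and the expression changes are the log2 fold changes from edgeR. Of 1146 DMRs, 1064 (92.8%) were hypermethylated in SN oocytes, 769 had an annotated transcript and 495 had one covered by the expression test. Across these 495 DMRs, Pearson's r between the methylation difference and the log2 fold change was 0.075 (permutation test, p = 0.0943) and Spearman's rho was 0.0846 (permutation test, p = 0.0603). Leaving out the 2 DMRs farthest from the median methylation difference gave r = 0.0832. DMRs are not independent replicates, and several can share a transcript. With one value for each of 414 transcripts, r was 0.0866 and rho 0.101 (permutation test, p = 0.0386). Over the 454 hypermethylated DMRs alone, r was 0.0972 (permutation test, p = 0.0386). Benjamini-Hochberg adjustment over the 4 relations of this family gave adjusted p-values of 0.0943 for each r, and 0.0844 for both values of rho given here, so no relation passed the threshold after correction. Of the transcripts at the 454 hypermethylated DMRs, 27 DMRs had one that was lower and 20 one that was higher at an adjusted p under 0.05 from edgeR.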

### DNA methylation changes in SN oocytes enriched for histone H3K27me3 and H3K36me3 marks

Loss of DNA methylation in *Uhrf1* KO oocytes was described to be associated with untranscribed regions [47], regions expected to lack the histone posttranslational modification H3K36me3. Considering the overlap of SN hyper DMRs and *Uhrf1* KO hypo DMRs, we decided to explore the relationship between the SN DMRs and the genomic histone modification patterns. For this we performed H3K36me3 ultra-low input native ChIP-sequencing of three replicate sets containing ~ 280 GV oocytes and compared these datasets with previously published H3K4me3 and H3K27me3 datasets [48]. Replicate samples of the different histone marks showed high correlations, while correlation between different marks was much lower (Supplementary Figure S7A, B). H3K4me3, which is usually a mark of active promoters, additionally shows a non-canonical pattern of broad domains that are enriched in unmethylated, untranscribed regions in the oocyte (Fig. 4A) [46, 48, 49]. H3K27me3 is a repressive mark and usually found broadly throughout unmethylated regions (Fig. 4A) [46, 48]. H3K36me3 has been associated with actively transcribed gene bodies and overlaps regions with DNA methylation [50, 51]. Indeed, H3K36me3 enrichment aligned well with methylated domains in GV oocytes (Fig. 4A). Interestingly, we noticed regions where several histone marks were overlapping (Fig. 4B, Supplementary Figure S7C). While regions with overlapping H3K4me3 and H3K27me3 (*N* = 106,063) are well described as so-called “bivalent” domains and known to be of crucial importance for normal embryo development [52], overlap between the other marks observed here is less common. We observed 54,094 windows with H3K4me3 + H3K36me3, 24,404 windows with H3K36me3 + H3K27me3 and 6,132 windows with all three marks (H3K4me3 + H3K36me3 + H3K27me3; Fig. 4B). Supporting that these regions are co-marked, in contrast to regions with H3K36me3 alone that are almost exclusively fully methylated, these regions despite also having H3K36me3 were only partially methylated (Fig. 4C). These findings suggest that the co-occurrence of H3K4me3 and/or H3K27me3 with H3K36me3 may disrupt recruitment or activity of *de novo* DNMTs or represent regions that are heterogeneously marked between individual oocytes.

When analysing the overlap of the different histone domains with our SN hyper DMRs, the DMRs appear to be especially enriched for regions with overlapping H3K36me3 + H3K27me3 and regions with all three marks (Fig. 4D). The latter, however, comprises such a small proportion of all analysed windows that the significance is unclear. In contrast, *Uhrf1* hypo DMRs are equally enriched in H3K4me3 + H3K36me3 and H3K36me3 + H3K27me3 domains, indicating that the overlap between SN hyper and *Uhrf1* KO hypo DMRs may not be fully accounted for by the same mechanism (Fig. 4D).

**Fig. 4:**
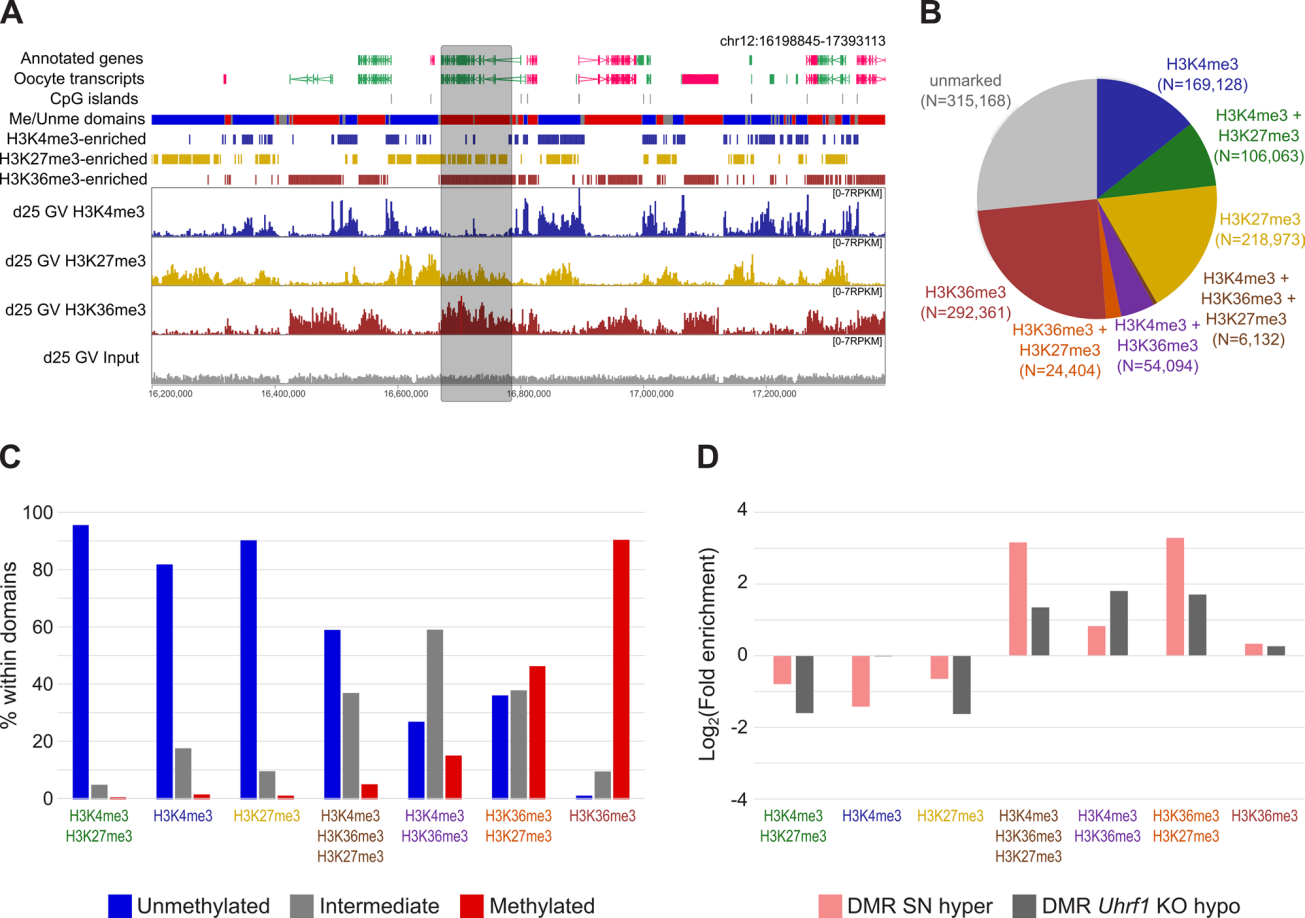
Overlap of SN differentially methylated regions with histone H3K4me3, H3K27me3 and H3K36me3 domains. **A** Genome screenshot showing the distribution of H3K4me3 (dark blue), H3K27me3 (yellow) and H3K36me3 (dark red) marks compared to input (grey) in GV oocytes. Data was quantified as RPKM for 2 kb running windows. Annotated genes and oocyte transcripts (forward in pink, reverse in green), DNA methylated (red) and unmethylated (blue) and CpG islands (grey) [64] are shown as annotation tracks above. H3K36me3 enrichment aligns well with methylated domains, as has been previously reported [51]. The grey box highlights a region with overlapping H3K27me3 and H3K36me3. **B** Pie chart showing the number of 2 kb windows (N) defined in each chromatin category, based on levels of H3K4me3, H3K27me3 and H3K36me3 in GV oocytes (Supplementary Figure S7C). **C** Barplot showing the percentage of histone-enriched 2 kb windows that fell within unmethylated, intermediate methylated or methylated domains (annotation from [39]). Chi-square statistical test (*p* < 0.00001). **D** The barplot shows the log_2_ fold enrichment for histone-marked 2 kb windows within SN hyper DMRs (*N* = 1,099) and *Uhrf1* hypo DMRs (*N* = 23,387) compared to a random set of domains (*N* = 1,100) (Chi-Square statistical test, *p* < 0.0001 and *p* < 0.0001, respectively)

## Discussion

The NSN to SN transition is a crucial step in oocyte maturation and is required for the oocyte to reach its full developmental competence [53]. The molecular mechanisms involved in the change in chromatin configuration remain poorly understood. In the present study, we profiled the transcriptome and DNA methylation changes occurring at this stage and found a decrease in total transcript numbers and downregulation of 576 gene transcripts, as well as an increase in DNA methylation in SN oocytes compared to NSN oocytes.

The transcriptome changes were not surprising, as the NSN to SN transition is well known to coincide with transcriptional silencing [10]. Genes for which transcripts were no longer detectable in SN oocytes tended to be among the low expressed genes in NSN but, at the same time, their degradation was not random. Indeed, it is thought that degradation of maternal mRNAs is a selective process, with some transcripts being protected from degradation during oocyte maturation to be translated during the oocyte-to-embryo transition [23, 38]. Gene ontology analysis of downregulated genes revealed multiple processes related to mRNA processing, especially processes involved in RNA splicing and ribonucleoprotein complex organization, which further highlights the importance of post-transcriptional regulation at this stage. These processes in general seem to be highly dynamic in the growing oocyte and fertilized zygote, as zygotic genome activation is also characterized by enrichment of transcription and splicing-related genes as well as genes involved in ribosome biogenesis [54].

Genetic mouse models are a common tool to decipher the regulatory processes during oocyte growth and maturation. In the past, numerous studies have found that knocking out a certain gene can impair or block the NSN to SN transition e.g [41–43, 55]. Based on the transcriptome changes between NSN and SN oocytes we observed in our dataset, we believe that changes in the NSN to SN ratio in such mouse models may (partly) drive the transcriptional changes observed. Indeed, studying the effects of oocyte ageing in mice, we previously found that chromatin configuration was one of the main drivers of transcriptome variation between young and old oocytes [40]. We, therefore, aimed to develop a classifier based on DEGs between NSN and SN oocytes to infer chromatin configuration using the transcriptional profile. To test this classifier, which was based on the expression of 100 transcripts, we used published RNA-seq datasets from KO mouse models with known impairments in their NSN to SN transition. As hypothesized, the classifier identified a greater proportion of SN oocytes in control compared to KO oocytes in models for *Exosc10*, *Sall4* and *Zcchc8* [41–43]. Furthermore, the classifier predicted a larger proportion of SN oocytes in aged oocytes compared to young, which is in line with literature [3]. Although the classifier was based on single-cell data, it also worked for bulk RNA-seq data. It is likely though, that the single-cell data will retrieve better results, as scRNA-seq has been shown to be more consistent with higher reproducibility between independent oocyte datasets compared to bulk RNA-seq [29]. Previous studies have used the transcription profile of NSN and SN oocytes described in Ma et al. 2013 to infer chromatin status [40, 43]. Beside the fact that, based on our analysis, we believe the single NSN and SN replicates described by Ma et al. [28] to be switched, Wu [29] found that the differentially expressed genes from the Ma et al. paper do not all behave the same way in all NSN and SN oocytes when applied to single-cell libraries. The single-cell data in our present study should better capture the intra-oocyte variance, making our classifier more robust when applied in different datasets. In summary, we believe that our classifier may be a valuable tool for future studies analysing the transcriptome in the oocyte, enabling testing of whether any transcriptional changes may be driven by changes in chromatin configuration.

We would like to emphasize that the classifier should only be used as an indicator and may not always be correct. For example, we were not able to clearly classify all oocytes as NSN and SN in the dataset from Castillo-Fernandez et al. [40]. Even though the NSN to SN transition coincides with transcriptional silencing, the processes can be uncoupled [25–27], as is the case in *Zfp36l2* KO oocytes we analysed. *Zfp36l2* KO oocytes show normal NSN to SN transition but continuous transcription in SN oocytes [27]. Since our classifier is based on the transcriptional profile of NSN and SN oocytes, this means that in a case such as the *Zfp36l2* KO, our classifier will predict a shift from SN to NSN, which does not correspond to the in vivo situation in the oocytes. It is therefore important to use the classification only as an indication or measure of quality control and to further analyse the oocytes using imaging techniques if a shift in NSN: SN proportion is predicted. We believe that this type of quality control is useful, because a shift in NSN: SN proportion could lead to the identification of spurious DEGs in a WT vs. KO comparison. Furthermore, in the *Setd2* dataset we found a high variation among the replicates within a genotype, highlighting the importance of sampling consistency and having sufficient replicates, especially for bulk RNA-seq experiments.

After most DNA methylation is erased in primordial germ cells, the genome becomes remethylated during the latter stages of oocyte growth to culminate in the distinctive DNA methylation profile of the mature gamete. This is mostly completed in the fully-grown GV oocyte; however, differences between GV and MII oocytes indicate that there are regions which gain DNA methylation at a late stage [14, 36]. In our study, we saw an increase in DNA methylation between NSN and SN oocytes, with SN oocytes exhibiting similar levels of DNA methylation compared to MII oocytes. The greatest number of changes were observed in regions with intermediate levels of DNA methylation. This has also been observed in genetic oocyte KO models, such as the *Uhrf1* KO and *Ehmt1/2* KO [34, 47], which may indicate that DNA methylation at intermediate domains is more dynamic and variable. Indeed, the SN hypermethylated regions were highly enriched for regions hypomethylated in *Uhrf1* KO oocytes. In line with this, we saw that intermediately methylated regions, as well as SN hypermethylated and *Uhrf1* KO hypomethylated regions, are enriched for domains with multiple histone marks (H3K36me3 + H3K4me3, H3K36me3 + H3K27me3 or H3K36me3 + H3K4me3 + H3K27me3). Altogether, H3K36me3 was highly associated with methylated DNA and together with findings that loss of the H3K36me3 methyltransferase SETD2 leads to depletion of DNA methylation [35], supports that H3K36me3 is necessary for *de novo* DNA methyltransferase recruitment globally in the oocyte. Paradoxically, targeted mutation of the H3K36me3-binding PWWP domain in DNMT3A does not lead to impaired DNA methylation patterning at H3K36me3 marked regions in the oocyte [56]. Hence, the link between H3K36me3 and *de novo* DNA methylation in the oocyte may be an indirect mechanism, still to be fully elucidated.

In contrast to intermediately methylated and *Uhrf1* KO hypomethylated regions, SN hypermethylated regions were particularly enriched for H3K36me3 + H3K27me3, indicating a more specific mechanism. While H3K36me3 is associated with gene bodies of actively transcribed genes and DNA methylation, H3K27me3 is found in inactive regions and is mutually exclusive with DNA methylation [31]. Therefore, these two marks usually do not overlap, raising the question of whether they really overlap in the oocyte, or whether there is heterogeneity between oocytes. This could either be because these marks are less conserved at these regions, causing heterogeneity and therefore leading to a more intermediate DNA methylation pattern. It may also be that one or other mark is transient, for example a shift of H3K27me3 to H3K36me3, which would also explain the late methylation of these regions.

## Conclusions

The NSN-SN transition in mouse oocytes is accompanied by a reduction in transcriptome complexity. Down-regulated genes in SN oocytes are enriched in multiple processes related in particular to mRNA processing, highlighting the importance of post-transcriptional regulation in preparation for the oocyte-to-embryo transition. Using a set of 100 NSN: SN DEGs, we develop a classifier that can be used to infer chromatin status in single-cell or bulk RNA-seq data. The classifier performs well against published datasets, enabling identification of altered chromatin transition in genetic knock-outs; it may also be useful as a quality control to identify skewed NSN-SN proportions that could otherwise confound differential gene expression analysis. Integration of DNA methylation data with histone modification datasets suggests that H3K36me3 is universally required for *de novo* methylation in mouse oocytes; partially methylated regions are marked by H3K36me3 but in combination with other modifications that are normally anti-correlated with DNA methylation. Late-methylating regions in SN oocytes are predominantly intermediately methylated and typified by joint enrichment for H3K27me3 and H3K36me3, which may correspond to regions that are transitioning between H3K27me3 and H3K36me3, or reflect heterogeneity between oocytes.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1: Supplementary Figures S1–S7

Supplementary Material 2: Table S1: Sequencing info RNA-seq, BS-seq and H3K36me3 ChIP-seq libraries

Supplementary Material 3: Table S2: Lists of SN missing transcripts, differentially expressed transcripts (DEGs), classifier transcript list (including genome annotation, gene names, ENSEMBL IDs and expression values/LFC, p-value)

Supplementary Material 4: Table S3: NSN/SN classification of young oocytes from Castillo-Fernandez et al. 2020

Supplementary Material 5: Table S4: List of NSN-SN DMRs (including genome annotation, methylation values or difference, and hypo/hyper DMR classification)

## Data Availability

scRNA-seq and scBS-seq data of Hoechst-stained GV oocytes and H3K36me3 ChIP-seq data of GV oocytes generated in this study are deposited in the Gene Expression Omnibus (GEO) database under accession code GSE274327 (scRNA-seq; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274327); GSE274300 (scBS-seq; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274300); and GSE274329 (H3K36me3 ChIP-seq; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274329).

# Supplementary material for: Transcriptome and DNA methylation profiling during the NSN to SN transition in mouse oocytes
**Source:** BMC Mol Cell Biol. 2025 Jan 3;26:2. doi: 10.1186/s12860-024-00527-3
**Supplement:** Supplementary file 1 — Supplementary Material 1: Supplementary Figures S1–S7

**Supplementary Figures**

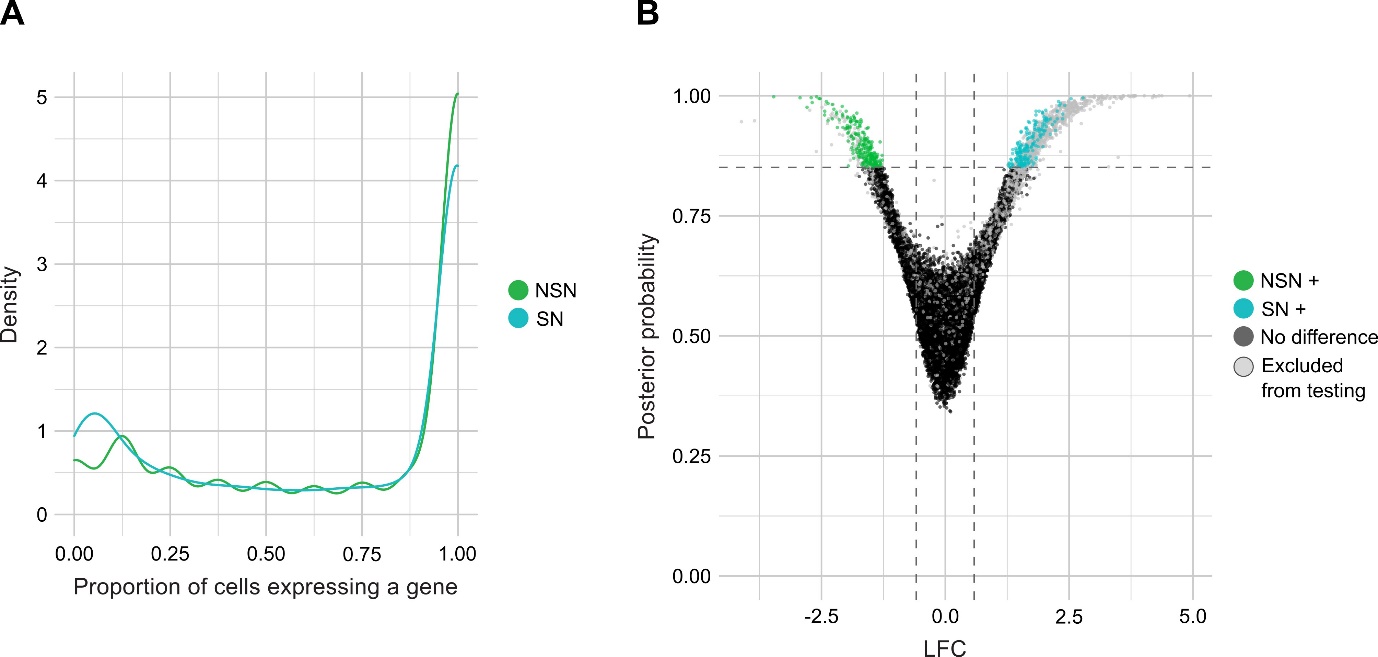

**Supplementary Figure S1: Transcriptome heterogeneity between NSN and SN oocytes. A)** Proportions of cells that express a specific gene, showing that the lack of expression of a certain gene is a shared event between SN oocytes and not random. **B)** Volcano plot showing differential over-dispersion between NSN and SN, demonstrating that heterogeneity is similar between NSN and SN oocytes.

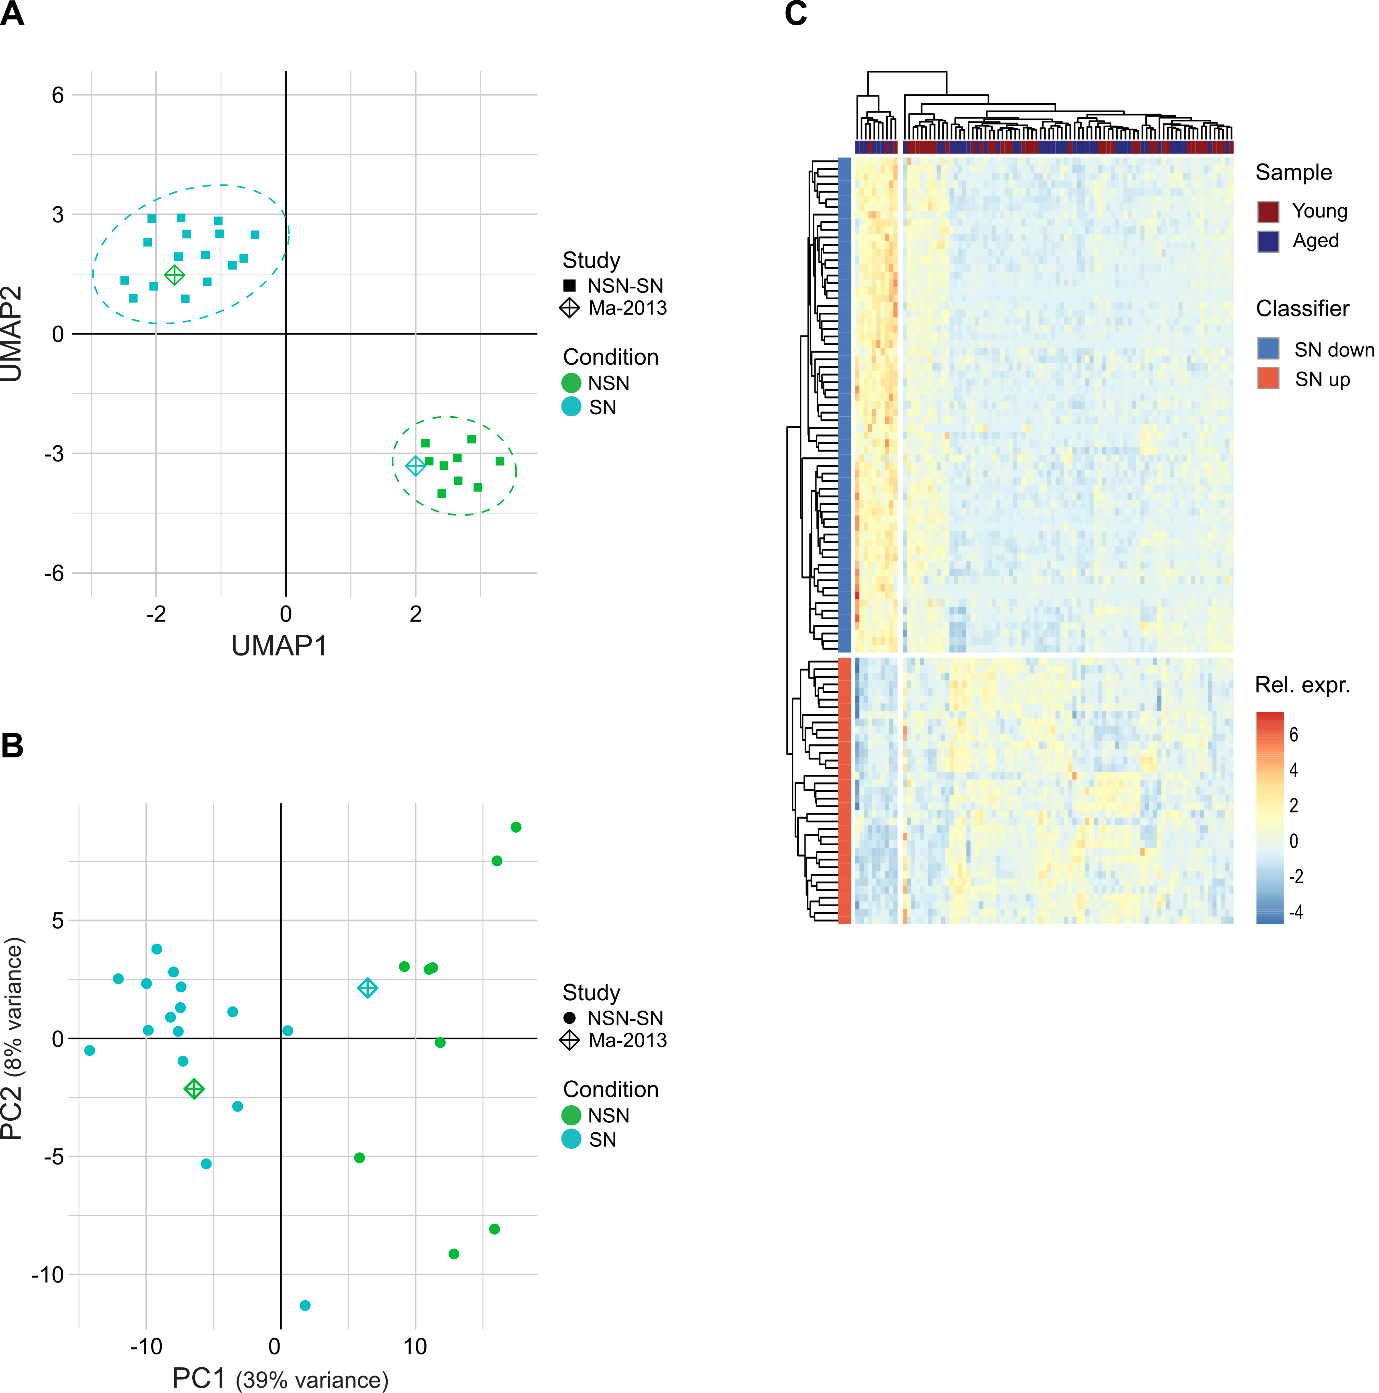

**Supplementary Figure S2: Comparison of NSN-SN classifier with Ma et al. (1) and in aged and young oocytes. A)** UMAP plot showing that the NSN sample of (1) clusters with our SN oocytes, whereas the SN sample clusters with our NSN oocytes. Clustering based on transcriptional profile of 100 NSN-SN classifier genes. The separate clusters of our NSN and SN oocytes are encircled by a dotted line. Each point indicates a separate sample. The shape of the point indicates the origin of the sample (study), whereas the colour shows the sample condition. **B)** PCA plot showing that the NSN sample of Ma et al. 2013 clusters with our SN oocytes, whereas the SN sample clusters with our NSN oocytes. Clustering based on transcriptional profile of all 22,869 transcripts. **C)** Heatmap showing separate clustering of NSN and SN oocytes based on the 100 classifier genes in young (12 weeks) and aged (>40 weeks) oocytes from Castillo-Fernandez et al. (2). Colour scale indicates relative expression (Z score) for each sample and classifier gene. Samples are colour-coded based on mouse age and genes based on the expression change of the classifier genes in SN vs. NSN genes.

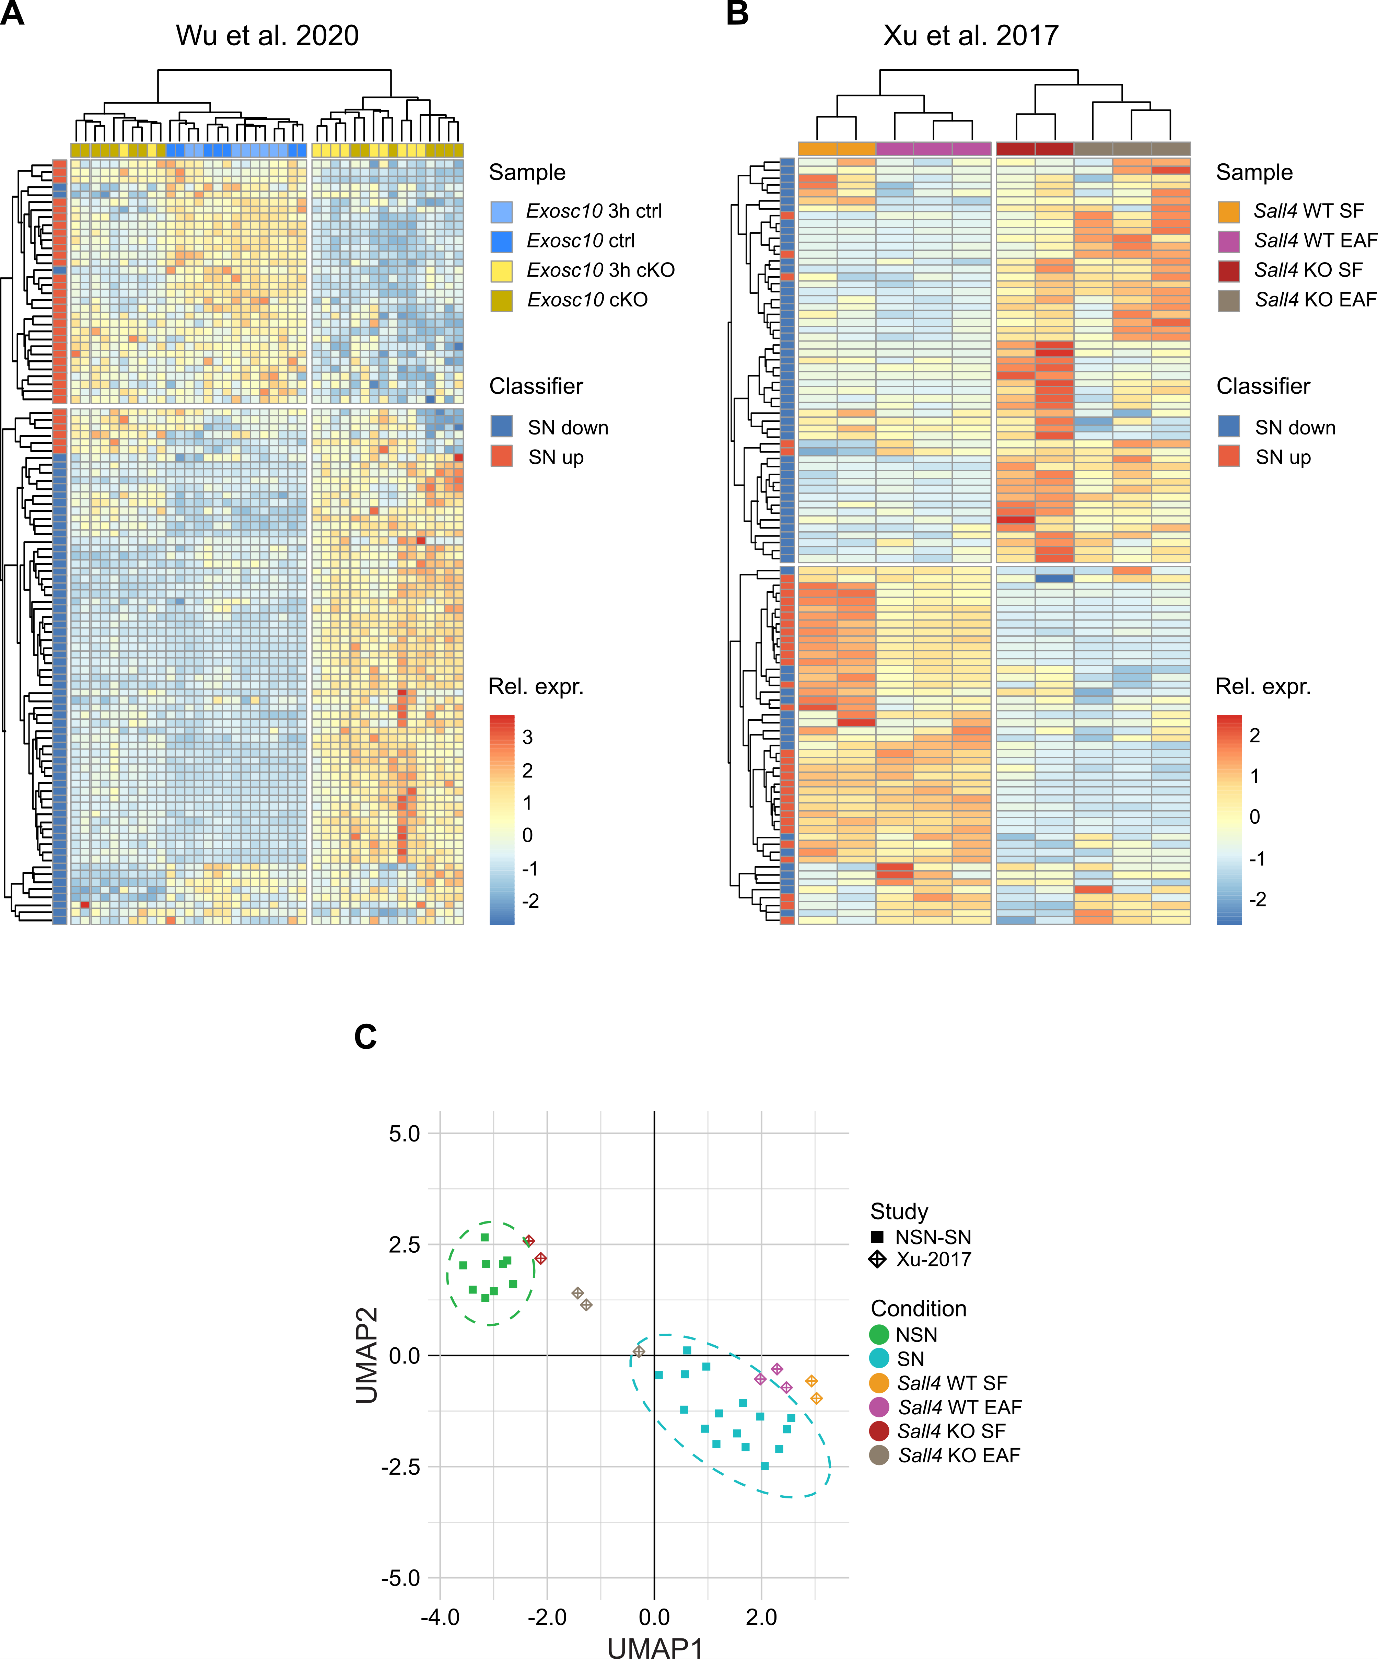

**Supplementary Figure S3: Using the NSN-SN classifier in different mouse models with impaired NSN to SN transition. A, B)** Heatmaps showing separate clustering of NSN and SN oocytes based on the 100 classifier genes in the **A)** *Exosc10* KO mouse model from Wu et al. (3)and **B)** *Sall4* KO mouse model from Xu et al. (4). Colour scale indicates relative expression (Z score) for each sample and classifier gene. Samples are colour-coded based on mouse genotype and genes based on the expression change of the classifier genes in SN vs. NSN genes. **C)** UMAP plot showing that *Sall4* WT oocytes cluster with SN oocytes, whereas *Sall4* KO oocytes cluster with NSN oocytes. Clustering is based on transcriptional profile of 100 NSN-SN classifier genes. The separate clusters of our NSN and SN oocytes are encircled by a dotted line. Each point indicates a separate sample. The shape of the point indicates the origin of the sample (study), whereas the colour shows the sample condition. In **A**, ctrl corresponds to control (*Exosc10* wildtype) and cKO to conditional (oocyte-specific) *Exosc10* knockout oocytes. In **B** and **C**, EAF corresponds to oocytes from early antral follicles; SF from secondary follicles.

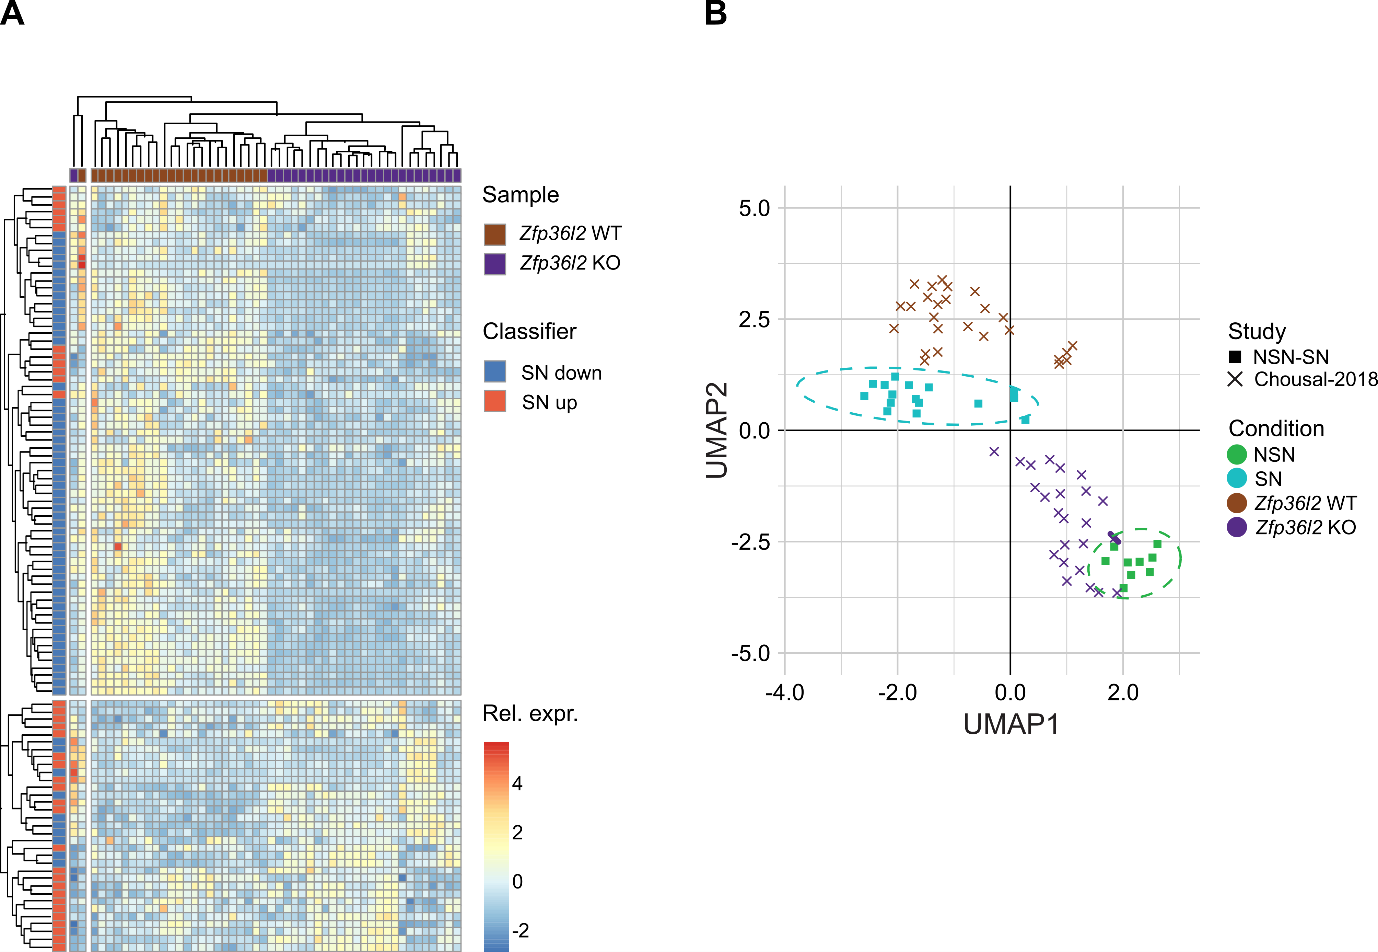

**Supplementary Figure S4:** **In *Zfp36l2* KO oocytes the NSN-SN classifier predicts impaired NSN to SN transition. A)** Heatmap showing separate clustering of NSN and SN oocytes based on the 100 classifier genes in the *Zfp36l2* KO mouse model from Chousal et al. (5). Colour scale indicates relative expression (Z score) for each sample and classifier gene. Samples are colour-coded based on mouse genotype and genes based on the expression change of the classifier genes in SN vs. NSN genes. **B)** UMAP plot showing that *Zfp36l2* WT oocytes cluster in proximity with SN oocytes, whereas *Zfp36l2* KO oocytes cluster in proximity with NSN oocytes. Clustering is based on transcriptional profile of 100 NSN-SN classifier genes. The separate clusters of our NSN and SN oocytes are encircled by a dotted line. Each point indicates a separate sample. The shape of the point indicates the origin of the sample (study), whereas the colour shows the sample condition.

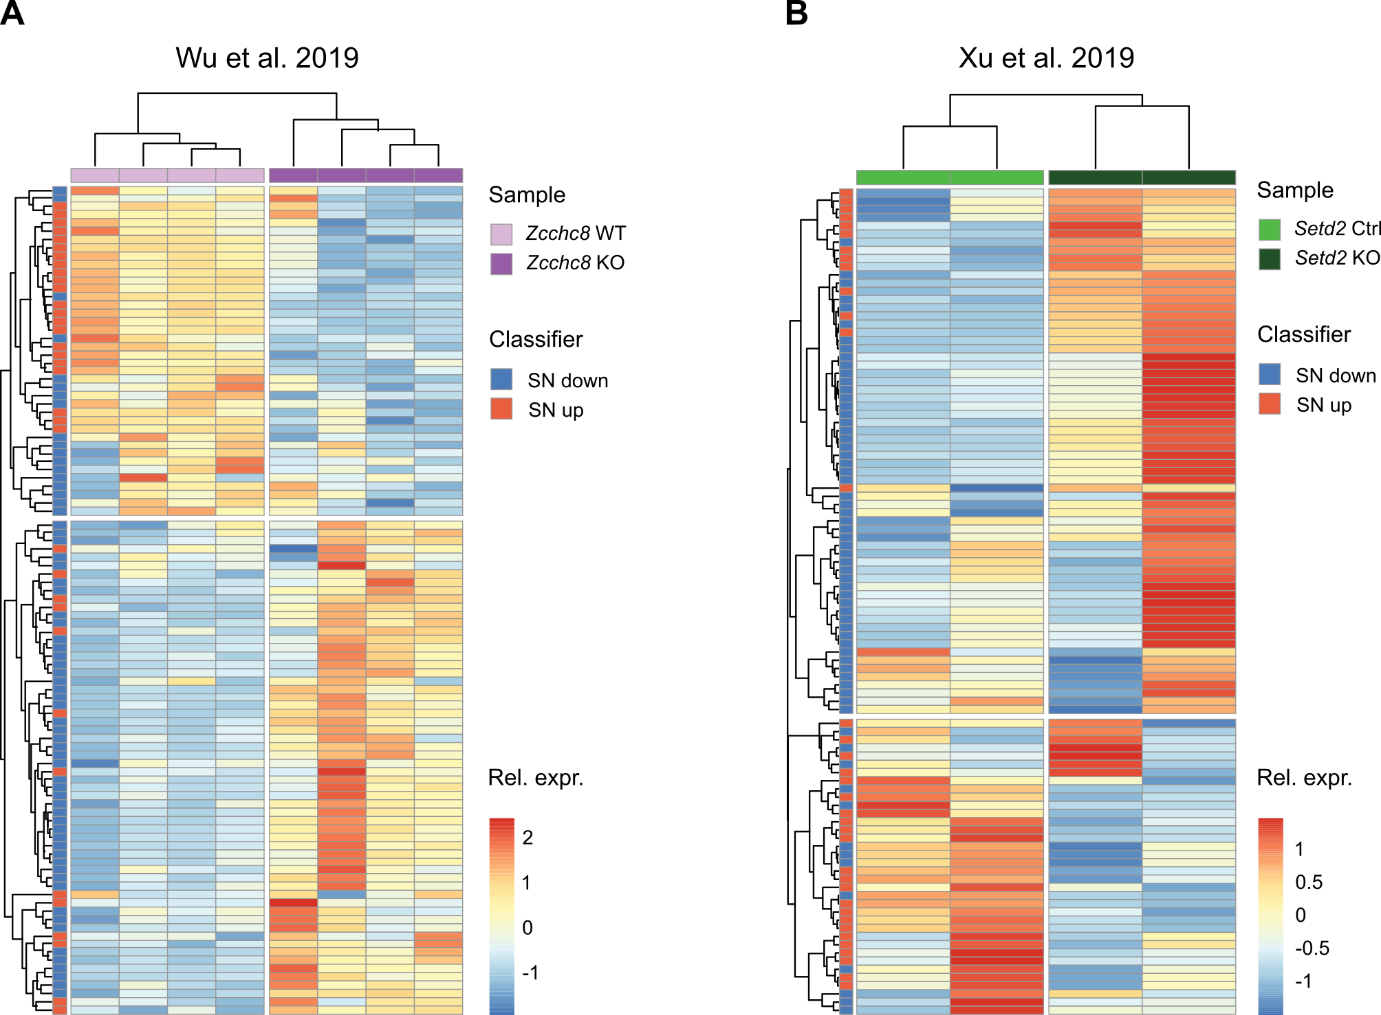

**Supplementary Figure S5: Using the NSN-SN classifier in bulk RNA-seq datasets. A, B)** Heatmap showing clustering of the 100 classifier genes in **A)** the *Zcchc8* KO mouse model from Wu et al. (6) and **B)** the *Setd2* KO mouse model from Xu et al. (7). Colour scale indicates relative expression (Z score) for each sample and classifier gene. Samples are colour-coded based on mouse genotype and genes based on the expression change of the classifier genes in SN vs. NSN genes.

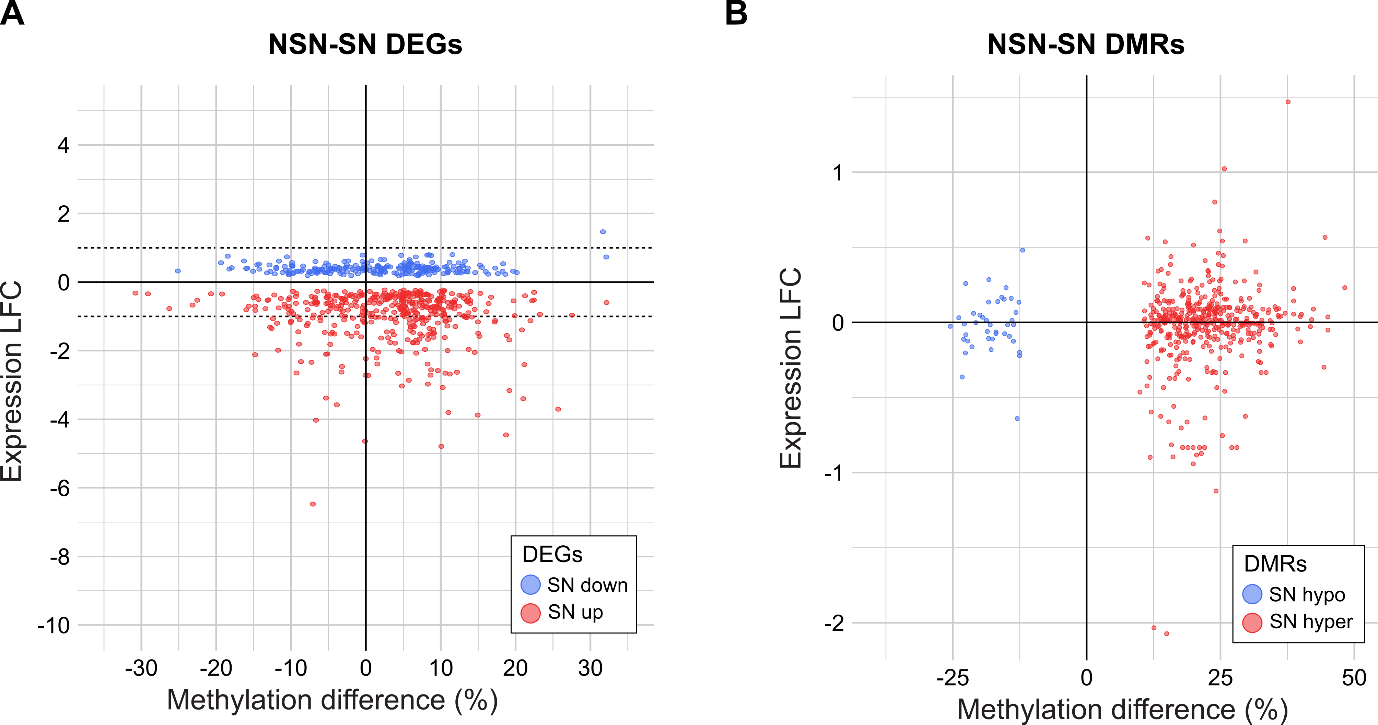

**Supplementary Figure S6: Correlation of expression and methylation changes between NSN and SN oocytes.** Scatterplots plotting Log_2_ fold change (LFC) expression changes (SN/NSN) against percentage methylation differences (SN – NSN) for differentially methylated regions (DMRs) **(A)** and differentially expressed genes (DEGs) **(B)**. Each dot represents a DMR/gene. **A)** LFC was determined for the gene closest to the DMR. **B)** Average methylation of DEGs was calculated for the gene body (1kb downstream of TSS) for DEGs with a length >5kb. No correlation regarding expression and methylation changes were observed.

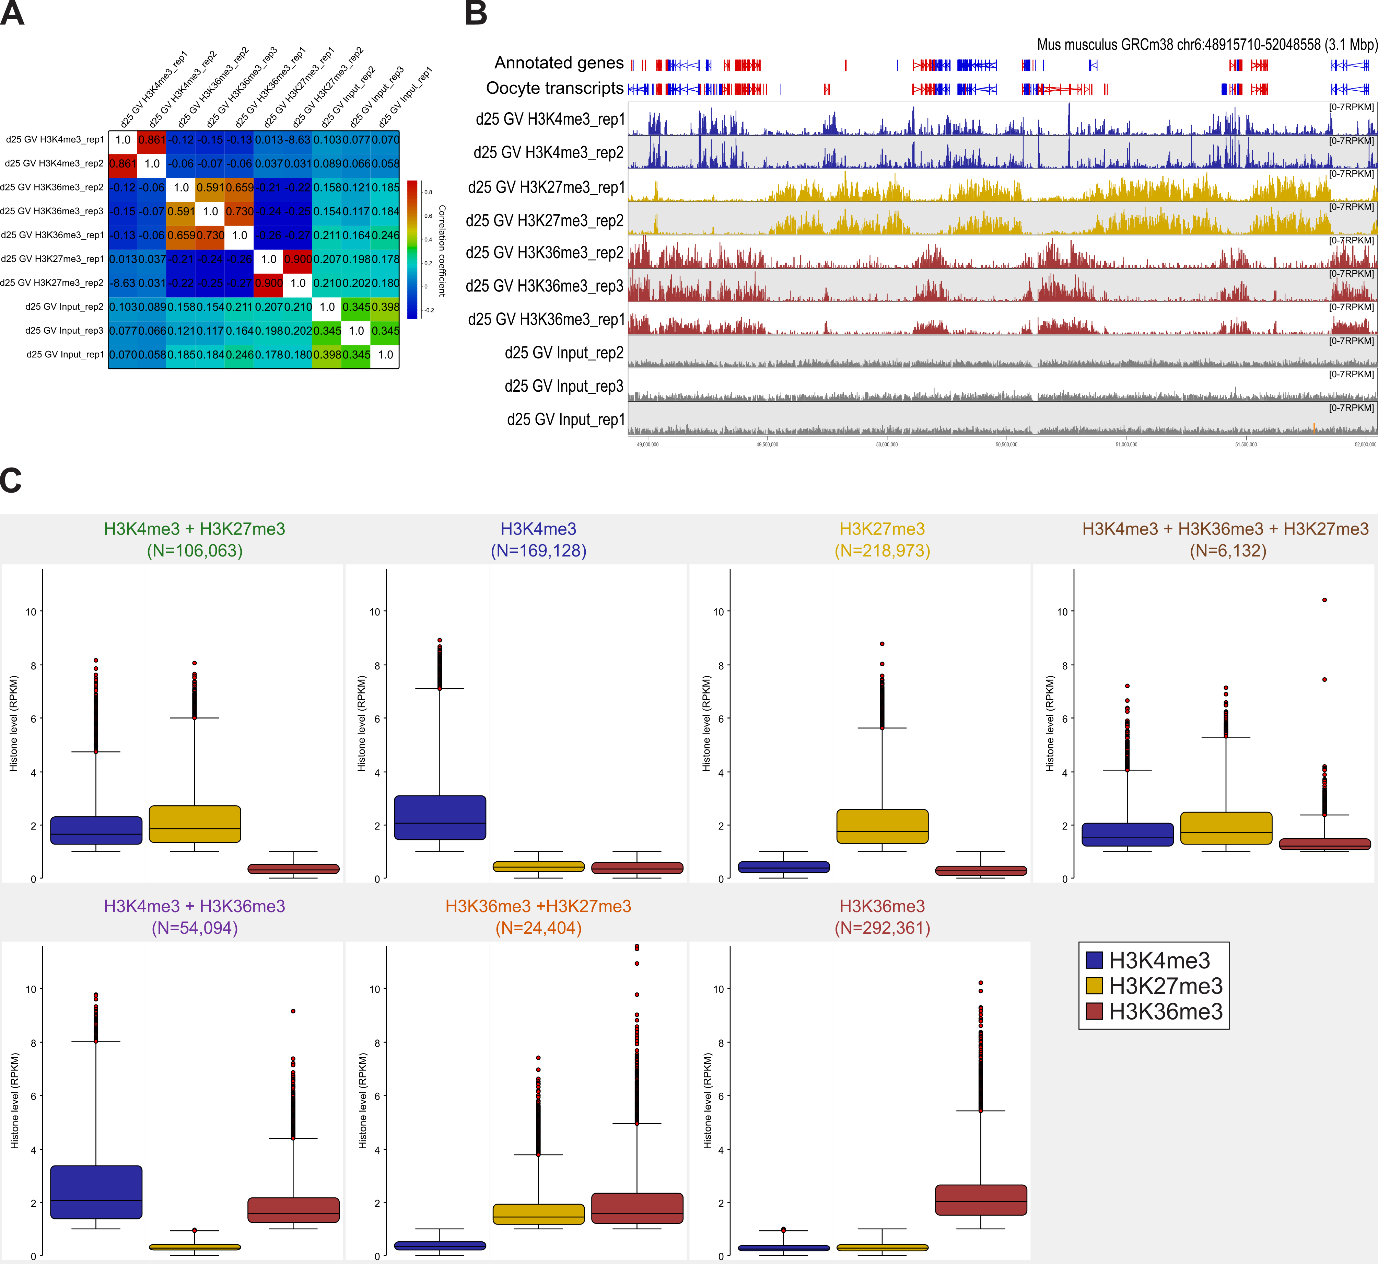

**Supplementary Figure S7: Quantification of histone marks in GV oocytes. A)** Correlation matrix between ChIP-seq replicates using 2kb windows quantified as RPKM. **B)** Genome screenshot showing the replicates of H3K4me3, H3K27me3 and H3K36me3 ChIP-seq datasets in GV oocytes. Data was quantified as RPKM for 2kb running windows. **C)** Boxplots showing the histone mark levels (RPKM) for 2kb windows categorized into: H3K4me3+H3K27me3, H3K4me3, H3K27me3, H3K36me3+H3K4me3+ H3K27me3, H3K36me3+H3K4me3, H3K36me3 +H3K27me3, and H3K36me3.

**References**

1. Ma JY, Li M, Luo YB, Song S, Tian D, Yang J, et al. Maternal factors required for oocyte developmental competence in mice: Transcriptome analysis of non-surrounded nucleolus (NSN) and surrounded nucleolus (SN) oocytes. Cell Cycle. 2013;12(12):1928–38.

2. Castillo‐Fernandez J, Herrera‐Puerta E, Demond H, Clark SJ, Hanna CW, Hemberger M, et al. Increased transcriptome variation and localised DNA methylation changes in oocytes from aged mice revealed by parallel single‐cell analysis. Aging Cell. 2020 Dec 17;19(12).

3. Wu D, Dean J. EXOSC10 sculpts the transcriptome during the growth-to-maturation transition in mouse oocytes. Nucleic Acids Res. 2020;48(10):5349–65.

4. Xu K, Chen X, Yang H, Xu Y, He Y, Wang C, et al. Maternal Sall4 is indispensable for epigenetic maturation of mouse oocytes. Journal of Biological Chemistry. 2017;292(5):1798–807.

5. Chousal JN, Cho K, Ramaiah M, Skarbrevik D, Mora-Castilla S, Stumpo DJ, et al. Chromatin Modification and Global Transcriptional Silencing in the Oocyte Mediated by the mRNA Decay Activator ZFP36L2. Dev Cell. 2018;44(3):392–402.

6. Wu Y, Liu W, Chen J, Liu S, Wang M, Yang L, et al. Nuclear Exosome Targeting Complex Core Factor Zcchc8 Regulates the Degradation of LINE1 RNA in Early Embryos and Embryonic Stem Cells. Cell Rep. 2019;29(8):2461–72.

7. Xu Q, Xiang Y, Wang Q, Wang L, Brind’Amour J, Bogutz AB, et al. SETD2 regulates the maternal epigenome, genomic imprinting and embryonic development. Nat Genet. 2019;51(5):844–56.

How the deposited data were processed for this re-analysis (not part of the article)

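RNA of single GV oocytes classified as NSN, SN or intermediate was measured in 26 oocytes of 2 mice. The authors trimmed reads with TrimGalore, aligned them to GRCm38 with HISAT2 and counted them in SeqMonk over a published oocyte transcriptome, and they deposited raw counts per transcript, without normalization. They also deposited a table of their DESeq2 comparison, which holds a mean signal per transcript, shrunken log2 fold changes and p-values, and which lists transcripts past their threshold only. Strand use in the counting is not stated in the paper's text. Each oocyte was assigned to its stage and mouse by its label, and 0 other columns of samples in the count table were left unused.

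From the counts, differential expression was tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, stage as the only term) over transcripts with at least 3 counts in at least 9 oocytes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The intermediate oocyte took part in the PCA and received a classifier score, and it was left out of the tests, which compared 9 NSN with 16 SN oocytes. Standard errors of log2 fold changes were derived from the quasi-F statistic. Log2 CPM values used a prior count of 2. Variability was tested with limma 3.58.1, and DESeq2 1.42.0 served as an alternative, with R 4.3.3. Shrunken log2 fold changes used DESeq2's normal type of shrinkage, and the paper does not name its type. Comparisons of single values used two-sided exact permutation tests that enumerated every split. Resampling, with 100000 resamples, was used for correlations over 10 or more values. It was also used for the linear models of detected transcripts and methylation and for the methylation comparisons over all oocytes. These tests were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Downsampling drew counts without replacement to the total of the smallest library.

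Total counts ranged from 1358383 to 3647827 per oocyte among NSN and SN oocytes. A count of 0 allows up to 3 counts of the total, which corresponds to at most 2.21 CPM in the smallest library, and folds against a stage with at most 3 counts in every oocyte are given as lower bounds against that limit. Across 156 pairs of oocytes of the same stage, chi-square per degree of freedom between libraries ranged from 2.94 to 24.7, and 0 libraries were identical.

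The methods were tested on simulated data with 200 changed transcripts. Of the simulated 4-fold changes that were tested, edgeR recovered 180 of 188 (95.7%) with 8 false calls among 16249 transcripts, and DESeq2 recovered 188 of 200 (94%) among 16657. The test of an effect that differs between mice recovered 133 of 195 (68.2%) among 16264 transcripts. The test of variability recovered 0.5% of the transcripts with a 4-fold larger SD at the adjusted threshold among 16657.

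The rule for the transcripts named in the text was set before the data were examined, as were the designs and most of the alternatives, and Deup1 is an exception. The rule takes the 5 falls and 5 rises with the smallest adjusted p, the 5 largest falls and 3 largest rises with a gene symbol and a mean of at least 10 counts, up to 3 members of each gene set with the smallest p, and the genes that the paper names. Of the rule's choices without a name, 2 falls and 2 rises are given. Gene names came from Supplementary Table S2 for 366 transcripts and from GENCODE for 145 with an Ensembl identifier. Of the genes that the paper names, only Ehmt2 was among the names used here, which cover a part of the transcripts.

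A camera test of RNA processing gene sets had been planned. It was not made, because at most 6.02% of the members of a set had a named and tested transcript, under the 80% set as the minimum. The set of granulosa and cumulus cell markers had no named member, so reads from other cells were not assessed. Alternatives covered the tool, the scaling, the filter on low counts, the mouse, the depth window, downsampling and the clustering. Counts halved and rounded down, the same with the ends of the depth window excluded, the SN-missing rule within each mouse, and variability among abundant transcripts were added after seeing the data. Methylation values are the paper's, from Supplementary Tables S1 and S4. Bisulphite and ChIP sequencing data and the published expression data sets were not analysed here.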

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

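All tests in this part were chosen after the result they weigh had been seen, apart from the comparisons of downsampled libraries.

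The total count of the NSN oocyte D-11 was 1886716, against 2483953 or more in the other 8 NSN oocytes. Its gap to the nearest oocyte, divided by the range of the 9, was 0.545, above the 95% critical value of Dixon's ratio. Of 36 measures examined in this way, 1 had such an oocyte, which is no more than chance gives. D-11 did not stand apart in detected transcripts, PC1 or classifier score. A lower depth of this library may be technical. It does not account for the smaller number of transcripts in SN oocytes, since D-11 belongs to the stage with more, and the difference after downsampling was -1013.2. No biological explanation of its total was tested.

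Among SN oocytes, the classifier score correlated with the reads per oocyte in mouse C (Pearson's r = -0.852, exact permutation test, p = 0.00465; Spearman's rho = -0.883, exact permutation test, p = 0.00308; n = 9) and not in mouse D (Pearson's r = 0.0509, exact permutation test, p = 0.93; Spearman's rho = -0.126; n = 7). Without the 2 oocytes farthest from the median number of reads, r was -0.772 in mouse C and 0.0232 in mouse D. The difference between the mice, -1.31 on Fisher's z scale, was tested by exchanging mouse labels over all 11440 splits (exact permutation test, p = 0.0408). Adjusted over the 13 tests of this family, p was 0.059 (Benjamini-Hochberg, exact permutation test), so the difference fails the correction. Over all 16 SN oocytes, r was -0.555 (permutation test, p = 0.0243, adjusted p = 0.05). If library size alone lowered the score, the relation would vanish at equal depth, but with all libraries downsampled to one total r was -0.571 (permutation test, p = 0.0196), which argues against it. With PC1 in place of the score, r was -0.523 (permutation test, p = 0.0364, adjusted p = 0.059) and rho -0.681 (permutation test, p = 0.005) before downsampling, and r was -0.298 (permutation test, p = 0.264) and rho -0.398 (permutation test, p = 0.128) after it, so at n = 16 library size stays open as an explanation of the relation to PC1. RNA content of the oocyte may affect both the number of reads and the score, but no measure of it was used here, and a difference between the mice or in the order of collection stays open.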

How the results depend on the processing

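Under all alternatives, the difference in detected transcripts stayed negative and past its threshold, from -1442.3 to -834.5. The separation on PC1, the shared absence and the clustering also kept their direction and their side of the threshold, although the ranges of the stages on PC1 overlapped with all tested transcripts and with a variance stabilizing transformation. Stage effects that differ between mice numbered 0 under both filters.

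The differentially expressed transcripts numbered 2245, against 749 in mouse C and 725 in mouse D, with fewer oocytes in each. Those with an absolute log2 fold change above 1 numbered 643, against 149 with DESeq2's shrunken values (871 unshrunken), 346 with filterByExpr, 357 in mouse C, 118 with glmTreat and 1381 over all transcripts with a count. DESeq2 on halved counts, chosen after seeing the data, gave 105 with shrunken values and 776 unshrunken. Filtering and subsetting act through the number of transcripts or oocytes, and for the other settings the cause was not tested. Rises made up 40.1% of calls in the main test, 27.03% with library size only, 27.38% with upper-quartile scaling, 25.62% over all transcripts with a count and 20.69% in mouse D, so the balance of rises and falls depends on scaling and filter. Falls stayed at 95.5% or more of the changes above 1 in all these settings.

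The 2 differentially variable transcripts became 0 with filterByExpr, 0 with downsampling and 0 with halved counts, and 0 were among transcripts with a mean of at least 50 counts (a subset chosen after seeing the data). Deviations taken within stage and mouse also gave 2. At an unadjusted p under 0.05 these settings gave 240 and 233, 294 and 240, and 262 and 277 transcripts more variable in NSN and SN oocytes. Deviations within stage and mouse gave 303 and 258, and the abundant transcripts 163 and 84, against 282 and 350 in the main test, so which stage has more depends on the setting. In each setting these are under 5% of the transcripts tested. The depth limits this result, since both transcripts have at most 3 counts in any SN oocyte. The SN-missing transcripts numbered 386, against 705 in mouse C and 234 in mouse D, which have fewer oocytes and a rule with shares rounded up. The mirror rule, for transcripts missing from NSN oocytes, gave 6.

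Pearson's r of expression and methylation change rose from 0.075 to 0.0972 (permutation test, p = 0.0386, adjusted p = 0.0943 over 4 relations) over hypermethylated DMRs only; the cause was not tested. The pooled CpG methylation difference of 1.88 percentage points in the paper's values became 0.648 in oocytes of this study (exact permutation test, p = 0.556) and 1.45 with source as a covariate (permutation test, p = 0.0536). The correlation of classifier score and methylation went from -0.817 to -0.459 with PC1 as the score (permutation test, p = 0.14), and the cause was not tested.

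For the 29 named transcripts, 284 values were computed under alternatives. Of these, 270 kept direction and side of the threshold, 11 lost the threshold, of which 4 in mouse C, 5 in mouse D and 2 in the depth window, and 3 changed sign. All 3 were of Psmc5, which did not differ between stages (log2 fold change 0.02, SE 0.106), with -0.02 for library size only, -0.031 for upper-quartile scaling and -0.022 in mouse C.

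The 4 alternatives planned for the gene set test were not run, since too few members had a name among those used here. No paired analysis was possible because the oocytes carry no shared replicate numbers.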

Differences from the paper's values

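The paper's table of differential expression holds 3 upregulated transcripts above an absolute log2 fold change of 1, and 13 were found here with edgeR. None of the alternatives set before the data were examined gave a number within 1.5 times the paper's. They gave 58 over all transcripts with a count, 18 in mouse D, 17 with downsampling, 16 in mouse C, 12 with mouse as a covariate, 11 in the depth window, 9 with library size only and with upper-quartile scaling, 7 with filterByExpr and 0 with DESeq2's shrunken values and with glmTreat. The paper's type of shrinkage is not stated, so the 0 from shrunken values may reflect the normal type used here.

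For over-dispersed transcripts, the paper reports 224 in NSN and 185 in SN oocytes, and the adjusted test of variability used here gave 2 and 0. None of the alternatives set before the data were examined closed the gap. At an unadjusted p under 0.05, the numbers were 282 and 350. The paper's test is of another kind than the one used here.

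Of the SN-missing transcripts, about 48% lie in the lowest quartile and about 52% in the second in Fig. 1C, read by eye, against 0.518% and 93.5% here. None of the alternatives set before the data were examined closed the gap, and quartiles over transcripts with a count in at least 7 NSN oocytes gave 94.6% and 5.44%.

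The number of SN-missing transcripts was 386, close to the paper's 382, but the lists share 132. In the deposited counts, 250 of the listed transcripts do not have 0 counts in at least 10 SN oocytes. When counts were halved and rounded down, a setting chosen after seeing the values, 380 met the rule and 379 of these were listed. That setting left the differences in upregulated transcripts (11), in over-dispersed transcripts (0 and 0) and in quartiles (0.526% and 94.7%) open.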

Other observations

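The halving of counts, the parity of counts, the scaling of falls, the quartiles in random splits and the sources of methylation values were tested only after the results had been seen; the other tests of this part were set before the result they measure.

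The mean counts in the authors' deposited table are lower than those of DESeq2 on the deposited counts by a ratio with median 2.02 (range 2.00 to 2.51). Of the 4 versions of the counts compared with the authors' tables (as deposited, and divided by 2 with rounding down, to the even number and up), halving and rounding down was taken up after its values had been seen. It gave a ratio with median 1.00 (range 0.958 to 1.04) and shared 379 of the 382 listed SN-missing transcripts. Rounding to the even number shared 379 as well, so the list does not separate these roundings, and rounding up shared 132. A random thinning shared at most 230 over 20 draws, which argues against a random subset of the reads. Even counts made up 50.53% of counts from 20 to 199, which argues against reads counted in pairs. The mean counts of the deposited table of differential expression match counts at such a smaller scale, but its calls do not separate the scales. DESeq2 made 2569 calls on the deposited counts, of which the table lists 2269. On halved counts it made 2269 calls, of which the table lists 2193. Neither gave the table's 579 changes above an absolute log2 of 1, with 149 and 105 from shrunken values and 871 and 776 unshrunken. The paper does not name its type of shrinkage, so the numbers from shrunken values may reflect the normal type used here. In the paper's classifier list, Zfp707 had -3.21 and Ier5l 0.741, against -3.192 and 0.93 unshrunken with DESeq2 on the deposited counts. How the smaller scale arose stays open, since no read data were used.

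Of 100 splits of the 25 oocytes into 9 and 16, the real one included, 1 gave as many differentially expressed transcripts as the real one and 1 as many differentially variable ones. The largest number of differentially expressed transcripts in another split was 968, in a group with 7 of the real NSN oocytes. Of the random splits tested for the SN-missing rule, 1 of 10000 gave as many. Exchanging the mouse labels within each stage gave as many transcripts with an effect that differs between mice in 100 of 100 splits, the observed number being 0, and 26 of 100 gave at least the 996 at an unadjusted p under 0.05.

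Fewer transcripts were detected in SN oocytes at equal depth too, with a difference of -1013.2 after downsampling and -1021.1 after the 100 most abundant transcripts had been removed as well, so neither library size nor a few transcripts taking most of the counts accounts for it. After downsampling, 308 transcripts met the SN-missing rule, above the 211 of the largest random split. The mirror rule gave 11 transcripts in downsampled counts, and 7704 of 10000 splits gave as many, so transcripts missing from NSN oocytes are no more frequent than in random splits. These values are consistent with loss of transcripts in SN oocytes as a hypothesis found and tested on the same data.

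SN-missing transcripts lay in the lowest quartiles of NSN expression, but 998 of 1000 splits, the real one included, gave a share in the lowest pair of quartiles as large. The rule thus gives such a concentration in random groups as well. The share is saturated, with a median of 100% in the other splits, so a loss of rare transcripts beyond what the rule selects cannot be told apart from the rule itself. Only 2 splits gave a lower share, so the real list reached further into abundant transcripts than nearly all others, in the direction opposite to the one tested. Lists of the splits differ in length, and the reason for the lower share was not tested.

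Changes above an absolute log2 fold change of 1 were falls in 98.7% of cases without a composition factor, which argues against TMM scaling as the cause, and 34 falls against 1 rise remained among transcripts with a mean of at least 50 counts, which argues against few counts as the only cause. The log2 fold change rose with NSN abundance (Spearman's rho = 0.132 across transcripts, which are not independent replicates). Of 100 splits, 2 gave a rho as large, the real one included. The other reached 0.159, in a group of 9 with 7 of the real NSN oocytes and 549 transcripts called. Groups with 7 of the real NSN oocytes and more calls had lower values, 0.0755 with 878 calls and 0.0524 with 968. The rho thus did not follow the number of calls in these groups. After the real split, the next highest values were 0.124 and 0.117, in groups with 6 of the real NSN oocytes each and 0 calls. Splits with 5 or fewer of them reached 0.0984, and the median of the other splits was -0.068. The test set beforehand required the real split to exceed every other, and a comparison limited to splits with few real NSN oocytes was looked at only after the values had been seen, so loss of few counts by sampling and a biological loss of rare transcripts cannot be told apart here.

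The stage effect was shared by the 2 mice, with at least 94.07% of the transcripts called in one changing in the same direction in the other, which argues against an effect of 1 mouse. The classifier placed 24 of 25 oocytes with their stage when their mouse was left out of the choice of transcripts, and 0 of 1000 random lists of the same abundance split the stages. Choice of transcripts on the same oocytes is therefore not needed for the separation.

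In the paper's values of Supplementary Table S1, mean CpG methylation was 30.8% ± 2.34 (SD, n = 12) in NSN and 32.7% ± 2.24 (SD, n = 28) in SN oocytes (permutation test, p = 0.0212). Within the oocytes of this study the difference was 0.648 percentage points (exact permutation test, p = 0.556, n = 5 NSN and 18 SN), where all NSN oocytes came from mouse D. Within those of the earlier study it was 2.22 (exact permutation test, p = 0.0396, n = 7 NSN and 10 SN). The paper inferred the stage of the latter from their RNA with the classifier and kept only those that clustered clearly. With source as a covariate it was 1.45 (permutation test, p = 0.0536). Non-CpG methylation differed by 0.632 points over all oocytes (permutation test, p = 0.0136), by 0.333 in this study (exact permutation test, p = 0.418), by 0.863 in the earlier one (exact permutation test, p = 0.00648) and by 0.605 with source as a covariate (permutation test, p = 0.0188). Within mouse D of this study alone (n = 5 NSN and 10 SN), CpG methylation differed by 0.738 points (permutation test, p = 0.431). Non-CpG methylation differed there by 0.524 points (permutation test, p = 0.122). Source and stage cannot be told apart in full, because the sources hold different shares of the stages and few NSN oocytes. The sources also differ in how the stage was called, by Hoechst staining in this study and by RNA in the earlier one.

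Within 12 SN oocytes with both measures, the classifier score correlated with CpG methylation (Pearson's r = -0.817, permutation test, p = 0.00744, adjusted p = 0.0322 over 13 tests; Spearman's rho = -0.42, permutation test, p = 0.175). Without the 2 oocytes farthest from the median score r was 0.0401, so the relation rests on those oocytes. Within the 8 oocytes of mouse C, r was -0.862 (exact permutation test, p = 0.019), rho was -0.595 (exact permutation test, p = 0.132) and r without the 2 farthest oocytes was 0.192, and mouse D had too few oocytes. Whether methylation follows the score stays open.

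Of the genes named in the paper, only Ehmt2 was among the names used here. Ehmt2 had a log2 fold change of -1.89 (SE 0.561, adjusted p = 0.0205 from edgeR), with 0 to 13 counts in NSN and 0 to 7 in SN oocytes. It did not pass the threshold in mouse C (-2.03, adjusted p = 0.102 from edgeR), in mouse D (-1.74, adjusted p = 0.319 from edgeR) or in the depth window (-1.72, adjusted p = 0.0654 from edgeR), and it had too few counts to be tested under filterByExpr or downsampling. The transcript has a name here because the paper listed it as SN-missing. That list was chosen on these oocytes, so its fall is not independent evidence.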
